# *Neuron Navigator 1* (*Nav1*) regulates the response to cocaine in mice

**DOI:** 10.1038/s42003-023-05430-9

**Published:** 2023-10-18

**Authors:** Jared R. Bagley, Yalun Tan, Wan Zhu, Zhuanfen Cheng, Saori Takeda, Zhouqing Fang, Ahmed Arslan, Meiyue Wang, Yuan Guan, Lihua Jiang, Ruiqi Jian, Feng Gu, Isabel Parada, David Prince, J. David Jentsch, Gary Peltz

**Keywords:** Genome-wide association studies, Addiction

## Abstract

Genetic variation accounts for much of the risk for developing a substance use disorder, but the underlying genetic factors and their genetic effector mechanisms are mostly unknown. Inbred mouse strains exhibit substantial and heritable differences in the extent of voluntary cocaine self-administration. Computational genetic analysis of cocaine self-administration data obtained from twenty-one inbred strains identified *Nav1*, a member of the neuron navigator family that regulates dendrite formation and axonal guidance, as a candidate gene. To test this genetic hypothesis, we generated and characterized *Nav1* knockout mice. Consistent with the genetic prediction, *Nav1* knockout mice exhibited increased voluntary cocaine intake and had increased motivation for cocaine consumption. Immunohistochemistry, electrophysiology, and transcriptomic studies were performed as a starting point for investigating the mechanism for the *Nav1* knockout effect. *Nav1* knockout mice had a reduced inhibitory synapse density in their cortex, increased excitatory synaptic transmission in their cortex and hippocampus, and increased excitatory neurons in a deep cortical layer. Collectively, our results indicate that *Nav1* regulates the response to cocaine, and we identified *Nav1* knockout induced changes in the excitatory and inhibitory synaptic balance in the cortex and hippocampus that could contribute to this effect.

## Abstract (web summary)

Mice lacking *neuron navigator 1* (*Nav1*) exhibit increased voluntary cocaine intake, potentially due to altered excitatory and inhibitory synaptic balance in the cortex and hippocampus.

## Introduction

While a substantial proportion of the risk for developing a SUD is genetic^1,2^, the genes and alleles that influence susceptibility to a SUD remain largely unknown. Just as in the human population, inbred mouse strains exhibit substantial and heritable differences in their responses to commonly abused drugs, which has enabled murine models for many human SUD behaviors to be generated^3^. Inbred mouse strains have been analyzed to identify genetic factors affecting addiction-related behaviors and their responses to drugs with high abuse potential^4–8^. While we do not expect that murine studies will be likely to identify the same genetic factors that are operative in humans, the neurobiological mechanisms that underlie SUD risk are likely to converge in mice and humans^3^. Hence, characterizing genetic factors that affect the responses of inbred mouse strains to these drugs could (i) increase our understanding of the neurobiological pathways that are impacted by them; (ii) reveal how addiction-related behaviors are generated; and (iii) could help to generate new approaches for preventing drug addiction in humans^9^. Among the various rodent assays, the cocaine self-administration assay (CSA) is considered a gold-standard assay for studying cocaine-related behavior, neurobiology, and genetics in rodent populations^10–12^. Mice are fitted with a jugular catheter and placed in an operant conditioning box where they actuate a lever to trigger cocaine infusions, which enables the extent of CSA to be measured. The rate of CSA reflects the reinforcing potential of cocaine^13^, and inter-strain differences in the magnitude of CSA reflect the propensity that a strain could misuse cocaine^14–16^.

We analyzed a murine genetic model for CSA and identified a candidate gene (*Nav1*) that could regulate cocaine responses. Analysis of *Nav1* KO mice confirmed that Nav1 had a strong effect on the level of voluntary cocaine consumption; and that it also impacted food reinforcement, which is another addiction-related trait. Some potential insight into the mechanism for this was provided by finding that the *Nav1* KO altered the excitatory/inhibitory synaptic balance in hippocampal and cortical brain regions.

## Results

### Identification of Nav1 as a candidate gene affecting CSA

Voluntary CSA was examined over a 10-day period (0.5 mg/kg/infusion) in adult male mice of 21 inbred mouse strains. During the last 3 days of testing, the strains exhibited very different levels of CSA (range 0–65 infusions), and the heritability for the inter-strain differences in this measurement was 0.68 (Fig. 1a). HBCGM analysis of the CSA data for the 21 inbred strains revealed that the allelic patterns within multiple genes that were co-localized within a region on chromosome 1 (134–137 MB) were most strongly associated with the inter-strain differences in CSA (Fig. 1). Among the genes within the chromosome 1 region (134–137 MB) with allelic patterns that correlated with inter-strain differences in CSA, only two (*Nav1, Etnk2*) had SNP alleles that altered the predicted amino acid sequence. However, *Nav1* was the only one of these genes with a high level of mRNA expression in key brain regions, and its allelic pattern was not associated with population structure^17^ (Supplementary Table 2). There were 2163 SNPs within or near (±10 kB) the *Nav1* gene, which included 20 synonymous SNPs, and 3 cSNPs (*D198E, P1366L, A911V)* that altered the Nav1 amino acid sequence (Supplementary Table 3). Also, two SNPs (*D198E, A911V)* were within predicted sumoylation (193–202 -EAAVS**D**DGKS) and phosphorylation (910–917 -TAPSEEDT) motifs. While we certainly do not know the specific *Nav1* alleles that contribute to the different levels of CSA exhibited by the inbred strains, it is noteworthy that the level of CSA was correlated with the *Nav1 D198E* allele of an inbred strain (*p* = 0.007) (Fig. 1d). Several other factors suggested that genetic variation within *Nav1* could affect CSA. (i) *Nav1* is expressed predominantly in the nervous system^18^. (ii) Nav1 plays a role in neuronal development and in the directional migration of neurons^19^ by regulating neurite outgrowth through effects on cytoskeletal remodeling^20^, which are processes that have been associated with addiction-induced changes in brain^21^. (iii) Multiple *Nav1* mRNA isoforms are produced by alternative splicing^18^, which provides another mechanism by which allelic differences could impact a phenotype. (iv) A prior HBCGM analysis led to the discovery that alleles within another axonal guidance protein (*Netrin 1*) affected multiple maladaptive responses to opioids^7^. (v) Analysis of striatal *Nav1* mRNA expression levels in a BXD recombinant inbred strain panel indicated that *cis* acting alleles regulate its expression (Supplementary Fig. 1). (vi) When the *Nav1* mRNA expression QTL was evaluated for correlation with the entire database of phenotypes measured in this panel of recombinant inbred strains, the highest correlation was an inverse one with striatal *dopamine receptor D2 (Drd2)* mRNA levels. This correlation is specific in that striatal *Drd1* mRNA expression is positively associated with *Nav1* mRNA levels (Supplementary Fig. 1), and this is noteworthy since low Drd2 expression and function is a biomarker for addiction vulnerability in animals and humans^22–26^. All of these features suggest that *Nav1* allelic variation could impact Drd2 dopamine-dependent signaling within the striatum, and thus, responses to potentially addictive drugs.

**Fig. 1:**
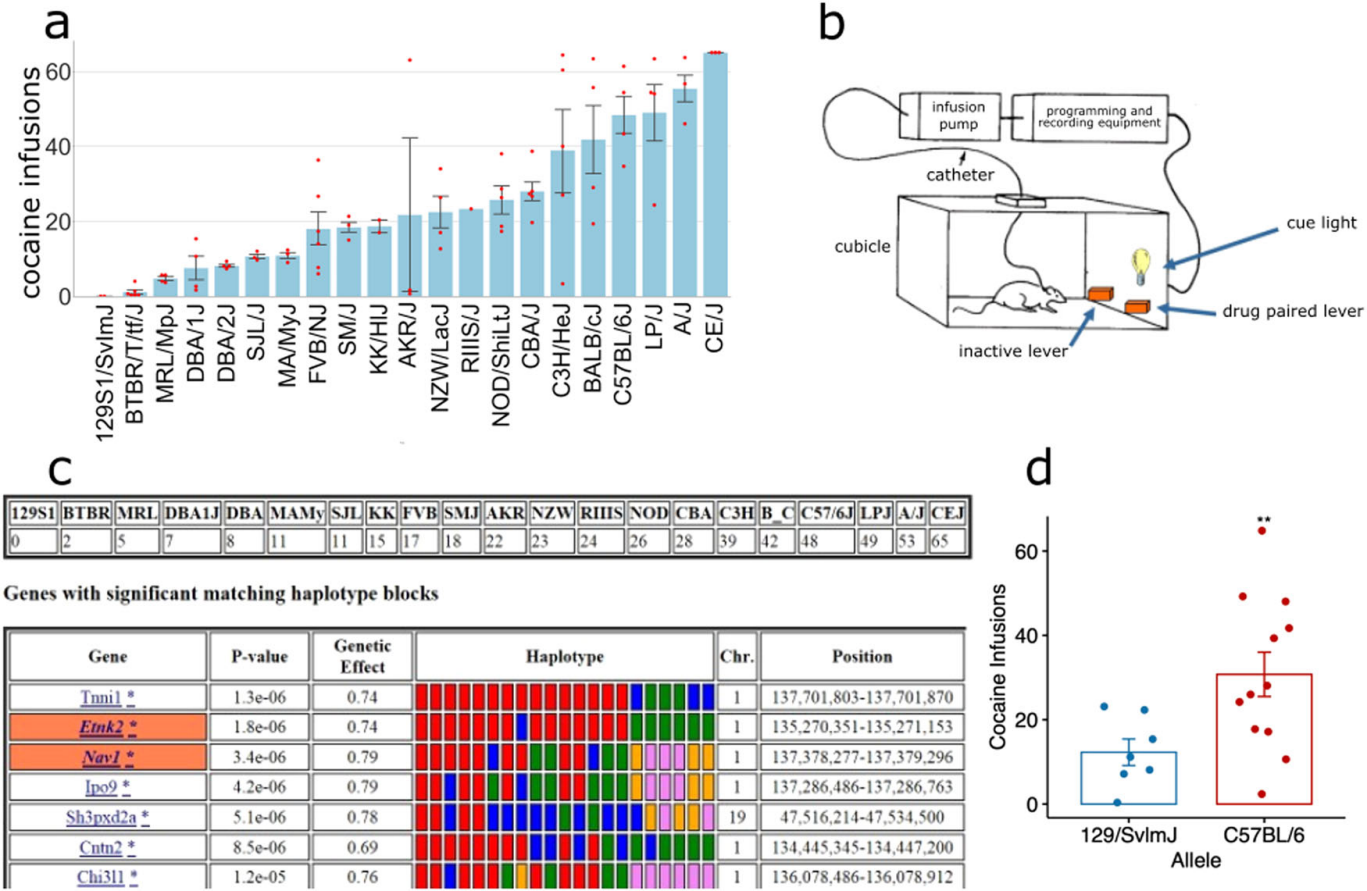
Identification of *Nav1* as a candidate gene effecting CSA. **a** The average number of cocaine infusions earned during the last 3 days of a 10-day CSA session was measured for each of 21 inbred strains. Each bar shows the strain mean ± SEM (*n* = 1–6 mice per strain). Scatter points represent infusions by individual mice. **b** A diagram of the CSA assay. **c** The HBCGM analysis output is shown. The top panel shows the average number of cocaine infusions for each strain, and the bottom panel shows the top 7 genes identified by HBCGM analysis of this data. The gene symbol, genetic effect size, chromosomal position, and the *p* values for the genetic association are shown. If the box surrounding the gene symbol has an orange color, it indicates that the haplotype block has a SNP allele causes a significant change in the protein sequence. In the haplotype box, the haplotypic pattern is shown as colored rectangles that are arranged in the same order as the input data shown above; strains with the same-colored rectangle have the same haplotype. **d** The mean ± SEM for the number of cocaine infusions (*y*-axis) self-administered by strains with different *D198E* cSNP alleles in *Nav1* are shown. There is a statistically significant increase (*p* = 0.007) in number of cocaine infusions self-administered by the 12 strains (C57BL/6, CE/J, LP/J, Balbc/J, C3H/HeJ, CBA/J/ NOD/J, RIIIS, SMJ, FVB, MaMy, BTBR) with the C57BL/6J allele (*D198) (*average of 32.5 ± 5.2 infusions) relative to the 8 strains (NZW, AKR, KK, SJL, DBA2, DBA1, MRL, 129Sv1) with the 129Sv1 allele (*E198)* (average of 11.3 ± 2.8 infusions).

### Generation and characterization of a Nav1 knockout (KO) mouse

Due to its large size, the presence of many SNPs within *Nav1*, and the multiple mechanisms by which *Nav1* alleles could impact a genetic trait, the genetic hypothesis was tested by producing a homozygous *Nav1* KO mouse on a strain background (C57BL/6J) that exhibited a moderate level of CSA^27^ (Supplementary Fig. 2). Single molecule FISH analysis indicated that full length *Nav1* mRNA is expressed in C57BL/6J (but not in *Nav1* KO) brain tissue, while the *Nav1* KO transcript is exclusively expressed in *Nav1* KO mice (Supplementary Fig. 3, Supplementary Table 5). Proteomic analysis confirmed that Nav1 protein was absent in *Nav1* KO brain tissue (see Methods). MRI brain scans revealed that *Nav1* KO mice did not have gross neuroanatomical abnormalities. *Nav1* KO mice had a slightly smaller overall brain volume, which was consistent with their smaller body size (vs. C57BL/6J mice). After normalization of hippocampal volume to overall brain size, there was no significant difference in their relative hippocampal volume (vs. C57BL/6J mice) (Supplementary Fig. 4).

### The Nav1 KO effect on voluntary CSA

A between-subjects dose-response design was used to compare the level of CSA between wildtype, heterozygous *Nav1* KO (HET) and homozygous *Nav1* KO mice. The data were analyzed by mixed ANOVA with session as a repeated measure and genotype/dose/sex as between subjects factors. Analysis of this data indicated that there was a clear effect of genotype [F[2,113) = 8.5, *p* < 0.001], and sex [F[1,113) = 7.2, *p* = 0.008] on the number of cocaine infusions earned. A session-genotype interaction [F[8.6,483.3) = 2.8, *p* = 0.003], along with a main effect of session [F[4.3, 483.3) = 4.4, *p* = 0.001] were also found. Post hoc, pairwise comparisons indicated that the *Nav1* KO mice earned more infusions than HET *Nav1* KO mice (*p* < 0.05) following session 2 and more infusions than wildtype mice following session 3 (except for session 7 (*p* = 0.052)). These results indicate that *Nav1* KO mice self-administered more cocaine infusions and this effect was not impacted by dose. Furthermore, their increased level of consumption appeared during the early period of cocaine IVSA acquisition and was maintained throughout the 10 days of testing (Fig. 2a, b). The sex effect indicated that males consumed more cocaine than females across all doses and genotypes tested (Supplementary Fig. 5).

**Fig. 2:**
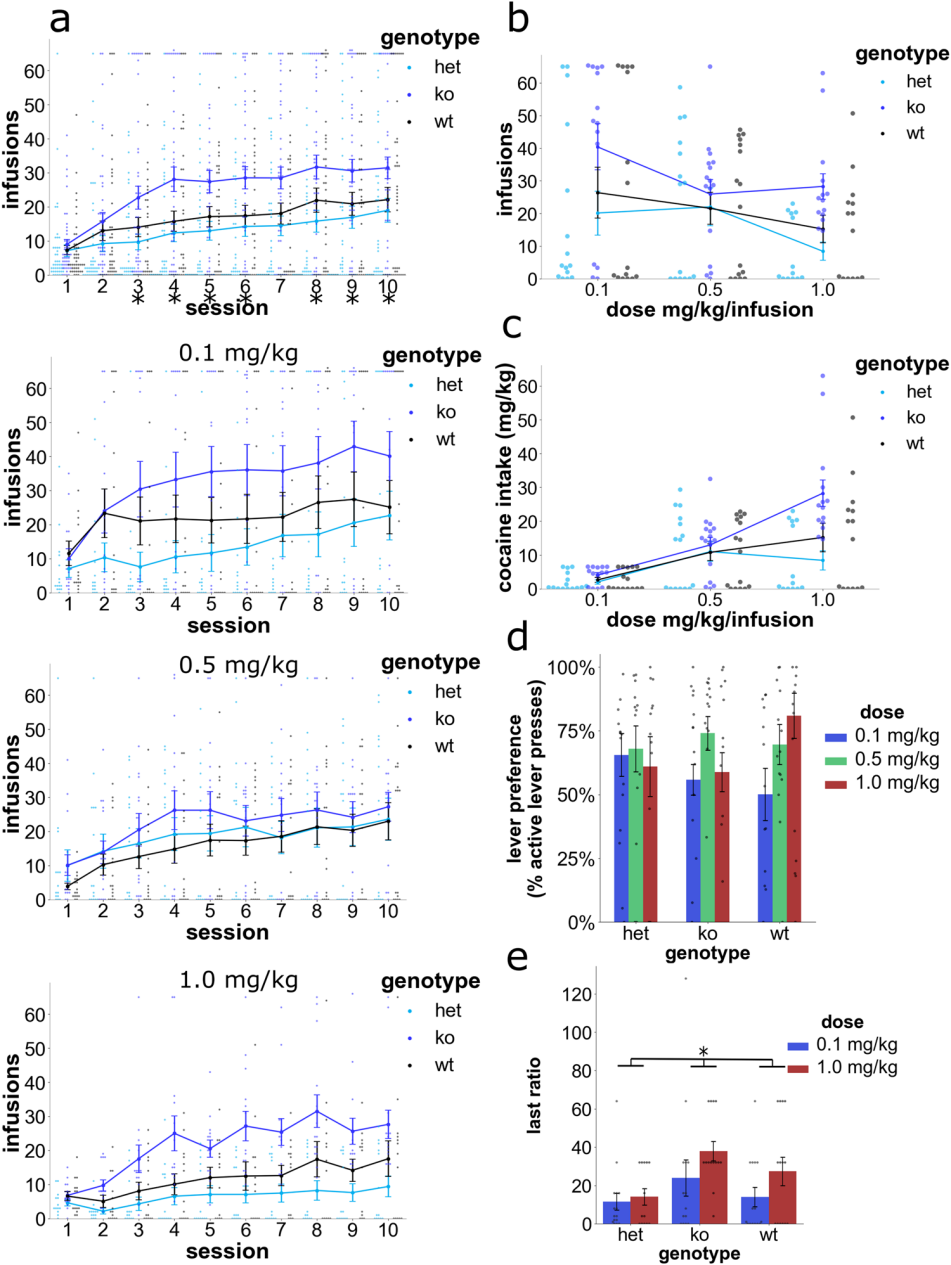
CSA dose responses for wildtype, HET, and homozygous *Nav1* KO mice. All graphs include the mean ± SEM. **a** Infusions earned in 10 sessions of CSA across genotype and across/within dose (*n* = 13–16 mice per genotype/dose). *Nav1* KO mice self-administered more cocaine than wildtype and HET mice from session 3 on (upper graph represents genotype means across dose; *p < 0.05 between KO and wildtype/HET for post hoc comparisons across dose and within session). Lower graphs visualize responding within each dose (however no genotype-by-dose interaction was detected). **b** A visualization of the dose response curve for the number of cocaine infusions during last 3 sessions, which are averaged for each dose for mice of the indicated genotype. *Nav1* KO mice displayed an upward shift in the dose response curve. **c** Visualization of the dose response curve for cocaine intake (mg/kg) during the last 3 sessions for each cocaine dose. Similar to the number of infusions, *Nav1* KO mice displayed an upward shift in the dose-response curve for cocaine intake. **d** Active lever preference (i.e., the % of correct lever presses) during the last 3 sessions are shown for each of the 3 doses of cocaine. There was no difference in active lever presses among the groups of mice with different genotypes. **e** CSA was m**e**asured at two different doses (0.1 and 1.0 mg/kg) in Wt, Het and *Nav1* KO mice (*n* = 13–16 mice per group) using a progressive ratio test, where the number of active lever presses required for receiving the next cocaine infusion is progressively doubled from that required for the previous infusion. The number of lever presses required to earn the last cocaine infusion (i.e., the last ratio) provides an assessment of their motivation for cocaine consumption. *Nav1* KO mice achieved a significantly greater last ratio than wildtype or Het mice (*p < 0.05; main effect of genotype).

Cocaine intake was analyzed by ANOVA with session as a repeated measure and genotype/dose/sex as between subject factors. This analysis indicated that *Nav1* KO mice self-administered a larger amount of cocaine than HET and wildtype mice at all doses (session-genotype interaction [F(7.7,434.5) = 3.0, *p* = 0.003], and that there was a main effect of session [F(3.8,434.5) = 7.5, *p* < 0.001], and genotype [F(2,113) = 9.5, *p* < 0.001]). *Nav1* KO mice self-administered more cocaine than HET mice after session 2 and more than wild-type mice after session 3 (*p* < 0.05). Mice of all three genotypes self-administered more cocaine as the dose increased (i.e. there was a main effect of dose [F(2,113) = 10.3, *p* < 0.001]) (Fig. 2c). Also, a genotype-sex interaction [F(2,113) = 3.5, *p* = 0.034] suggested that the sex differences were dependent on genotype. A post-hoc analysis indicated that there were significant sex differences (males > females) in wildtype (*p* < 0.001) but not in *Nav1* KO (*p* = 0.912) or HET (*p* = 0.218) mice. Similarly, when the preference for the active lever was assessed during the last 3 days of CSA, a genotype-sex interaction was detected [F(2,99) = 3.3, *p* = 0.041], and wildtype female mice had a lower preference than males (*p* = 0.017) (Supplementary Fig. 5). We found no significant differences in lever preference between the genotypes (Fig. 2d).

We then assessed their motivation for self-administering cocaine using a progressive ratio schedule of reinforcement (0.1 and 1.0 mg/kg doses), where the number of active lever presses required for receiving the next cocaine infusion was progressively doubled from the response requirement of the previous infusion. Analysis of the last ratio of lever presses required to earn a cocaine infusion indicated that there was a genotype-dose-sex [F(2,73) = 3.8, *p* = 0.029] and genotype-sex [F(2,73) = 8.3, *p* = 0.001] interaction, and a main effect of genotype [F(2,73) = 3.9, *p* = 0.025]. Analysis within sex revealed that there was a genotype-dose interaction in males [F(2,38) = 4.7, *p* = 0.015] but not in females [F(2,35) = 1.3, *p* = 0.292]. Males of the wildtype genotype earned a higher last ratio under the 1 mg/kg dose relative to the 0.1 mg/kg dose (*p* = 0.043) (Supplementary Fig. 5). Overall, these data indicate that *Nav1* KO mice maintained their greater level of cocaine intake under a progressive ratio schedule (Fig. 2e). In contrast, the acute locomotor responses of *Nav1* KO mice after experimentally administered cocaine were not different from those of C57BL/6J mice (Supplementary Fig. 6).

### The Nav1 KO also impacts food self-administration (FSA)

To determine whether the *Nav1* KO impacted self-administration of a non-drug reinforcer, mice were tested using a FSA procedure that was similar to that of CSA testing except that a chocolate solution was delivered as the reinforcer. Analysis of the number of food reinforcers earned indicated that there was a genotype-session interaction [F(5.1,66.3) = 2.5, *p* = 0.036] and a main effect of genotype [F(2,26) = 6.5, *p* = 0.005] and session [F(2.6,234) = 26.2, *p* < 0.001] (Fig. 3a). The pairwise comparisons, which examined the effect of different genotypes on the FSA results within each session, revealed that *Nav1* KO mice earned a greater number of food reinforcers than HET (from session 3 on) or wildtype (from session 4 on except for session 8) (*p* = 0.059) mice (Fig. 3a). Assessment of active lever preference over the last 3 sessions did not indicate any significant genotypic effect (Fig. 3a). We observed that KO mice weighed less at baseline (bodyweight mean ± SD, KO male 26.6 ± 1.2, female 19.3 ± 1.1; HET male 27.4 ± 1.6, female 23.0 ± 0.8; wildtype male 28.5 ± 0.3, female 22.9 ± 1.2). *Nav1* KO mice also lost more weight than HET or wildtype mice during the period of food restriction, which may be due to their baseline increase in locomotor activity (percent of baseline bodyweight after food restriction (mean ± SD), KO 86% ± 6%; HET 94% ± 2%; wildtype 92% ± 2%). Therefore, the FSA test was repeated without food restriction. These results confirmed that *Nav1* KO mice earned more food reinforcers: there was a session-genotype interaction [F(5.5,35.6) = 3.0, *p* = 0.02], and there was a main effect of genotype [F(2,13) = 4.0, *p* = 0.045]) on the FSA results. These results indicate that *Nav1* KO effect on FSA was not due to food-deprivation. After 10 sessions on a fixed ratio1 (FR1) schedule, the mice underwent a progressive ratio test. Analysis of the last ratio achieved also indicated that there was a main effect of genotype [F(2,27) = 8.1, *p* = 0.002]. Post hoc, pairwise comparisons indicated that *Nav1* KO mice achieved a greater last ratio than wildtype (*p* = 0.026) and Het (*p* = 0.001) mice (Fig. 3c). Taken together, the FSA results indicate that the *Nav1* KO also altered food reinforcement.

**Fig. 3:**
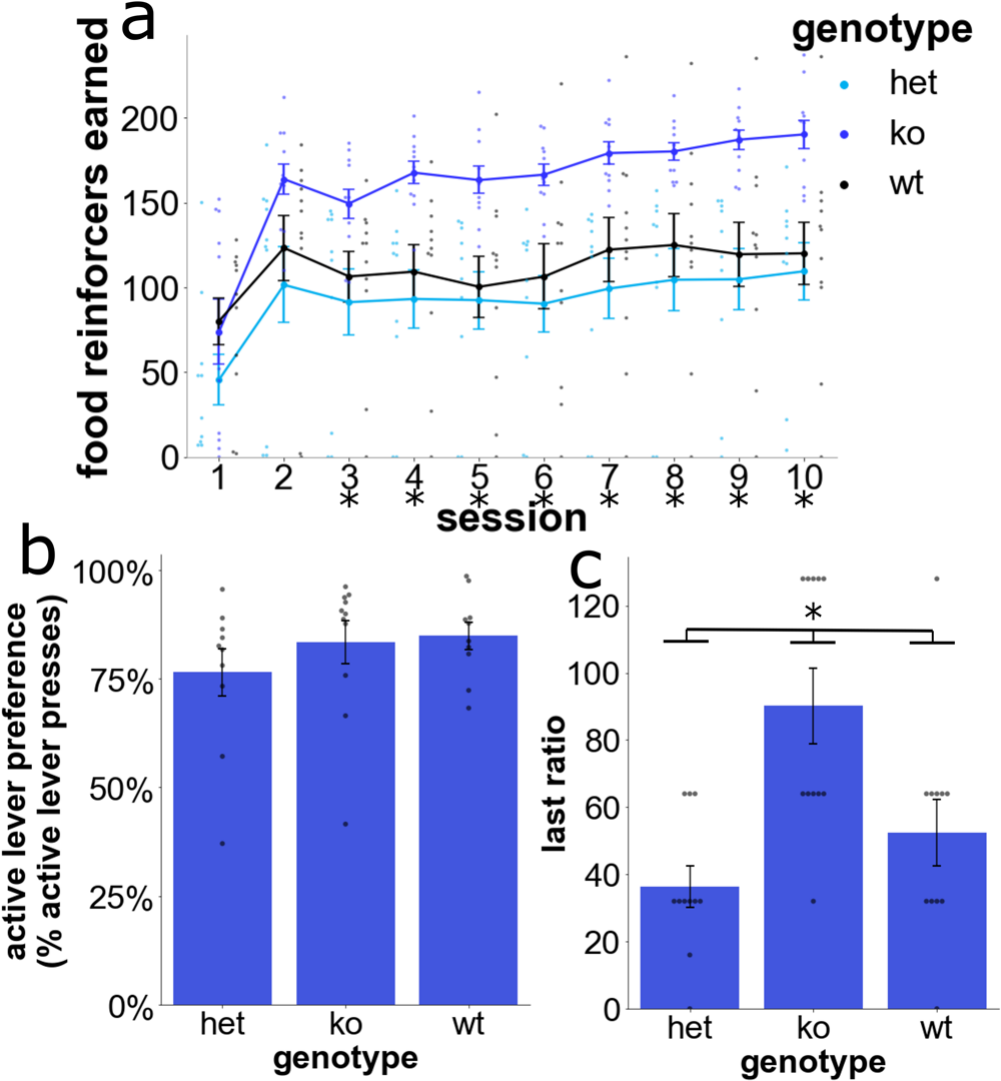
Food self-administration (FSA) by wildtype, HET, and *Nav1* KO mice (*n* = 11 mice per group) was measured in 10 daily sessions. All graphs include the mean ± SEM, and the response of an individual mouse is shown as a dot. **a** *Nav1* KO mice had a continuously higher level of FSA than wildtype or HET mice beginning from session 4 (*p < 0.05). **b** The percentage of active lever presses (Active Lever Preference) was measured during the last 3 sessions. No differences in active lever preference was detected between mice with the three different genotypes. **c** FSA was measured in male and female Wt, Het, and *Nav1* KO mice (*n* = 5–6 mice of each sex per group) using a progressive ratio test where the number of active lever presses required for receiving the next food reinforcer is progressively doubled from that required for the previous one. The number of lever presses required to earn the last food reinforcer (i.e., the last ratio) provides an assessment of their motivation for food consumption. Male and female *Nav1* KO mice achieved a significantly greater last ratio than Het or Wt mice (*p* < 0.5).

### Nav1 KO mice have alterations in learning, memory, and in other behaviors

Since it was postulated that addictive drugs coopt the reward pathways used for learning and memory^28^, we investigated whether learning and memory were impacted by the *Nav1* KO. To do this, we first assessed whether the ability to recognize a novel object was altered in *Nav1* KO mice. While C57BL/6J mice spent significantly more time exploring a novel object relative to a familiar one, homozygous and HET *Nav1* KO mice spent a similar amount of time exploring the two objects (Supplementary Fig. 7a) (novelty: *p* = 0.0008; genotype × novelty: *p* = 0.45). There were significant differences in the time that C57BL/6J mice spent with novel vs familiar objects (*p* = 0.045), but this difference was not manifested by HET (*p* = 1.0) or homozygous *Nav1* KO (*p*-value = 0.87) mice. When spatial learning and memory capabilities were assessed using the Barnes maze test, *Nav1* KO mice had a significantly reduced ability to correctly recognize the escape hole relative to HET (*p* < 0.01) or C57BL/6J (*p* < 0.0001) mice (Supplementary Fig. 7b). There were no significant differences in the number of primary errors made (*p* = 0.36) or in the total distance traveled (*p* = 0.16) between the three groups of mice. We next investigated whether the *Nav1* KO impacted anxiety or locomotor activity. *Nav1 KO* mice exhibited altered exploratory behavior in the elevated plus maze; they spent more time in the open arms relative to HET (*p* = 0.005) or C57BL/6J mice (*p* = 0.006) (Supplementary Fig. 8a). Open field testing revealed that *Nav1* KO mice had a significant increase in the total distance traveled relative to HET mice (*p* = 0.01); and spent a decreased percentage of time in the open field relative to C57BL/6J mice (*p* = 0.04) (Supplementary Fig. 8b). However, *Nav1* KO mice had normal motor coordination in the rotarod test (Supplementary Fig. 8c). These results indicate that *Nav1* plays an important role in learning and memory capabilities, and that it also effects the level of anxiety and exploratory behavior.

### Increased excitatory hippocampal synaptic transmission in Nav1 KO mice

Since Nav1 is involved in neuronal development and migration^19,20^, we quantitatively examined the impact of the *Nav1* KO on synapse formation. *Nav1* KO mice had a significant increase in the number of excitatory synapses in the dentate gyrus of the hippocampus (vs C57BL/6J mice, *p* = 0.03), but inhibitory synapse density was not changed (*p* > 0.99) (Supplementary Fig. 9a). In vitro electrophysiological recordings from granule cells in the dentate gyrus of the hippocampus showed a significant increase in the frequency (but not in the amplitude) of miniature excitatory postsynaptic currents (mEPSCs) in *Nav1* KO vs C57BL/6J mice (Supplementary Fig. 9a), which indicates that there is increased excitatory synaptic transmission in the dentate gyrus of *Nav1* KO mice. In contrast, there was no significant difference in the frequency or amplitude of the miniature inhibitory postsynaptic currents (mIPSCs) measured in *Nav1* KO vs C57BL/6J mice. There was also a significant decrease in the number of inhibitory synapses formed in the prefrontal cortex (PFC) of *Nav1* KO mice (vs. C57BL/6J, *p* = 0.008), while excitatory synapse density was not altered (Supplementary Fig. 10). Since the nucleus accumbens (NAc) is a critical center for responses to addictive drugs^29^, we compared the cells in the NAc of *Nav1* KO and C57BL/6J mice by immunohistochemical staining. There was a similar density of neuronal cells in the NAc of *Nav1* KO and C57BL/6J mice, as shown by the equal number of neuronal nuclei marker^+^ and neurofilament H^+^ cells. However, glial fibrillary acidic protein (GFAP) staining indicated that there was a slight trend toward an increase in the number of glial cells in the NAc of *Nav1* KO mice (Supplementary Fig. 10). Thus, *Nav1* KO mice have an increase in hippocampal excitatory synapses and synaptic transmission, and a decrease in the number of inhibitory synapses formed in the PFC.

### Nav1 KO-induced transcriptomic changes

The PFC regulates higher cognitive functions (i.e., learning, memory, and decision making) and forms connections with multiple other brain regions^30,31^, and we identified synaptic changes in the PFC of *Nav1* KO mice. Therefore, we examined *Nav1* KO-induced transcriptomic changes in the PFC. snRNA-Seq was performed on 28,686 high quality PFC cells obtained from *Nav1* KO mice *(*14,056 cells; 68,637 reads per cell) and from age-matched, isogenic C57BL/6J mice (14,630 cells, 56,980 reads per cell with a mean of 1438 genes per cell). 

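The authors deposited filtered count matrices, 1 library per genotype, made from the pooled PFC of 5 C57BL/6J mice and of 4 *Nav1* KO mice. The mice of a pool shared a library, so no test between the genotypes was possible, and each interval given for these data is an exact 95% interval that covers counting error only. The matrices were filtered, merged without integration and clustered again with the settings stated in Methods, in Seurat 5.3.0. The kept nuclei had a median of 2074 UMIs and 1132 genes in the C57BL/6J library and of 2754 UMIs and 1354 genes in the *Nav1* KO library, and the mean over both was 1438.24 genes per nucleus. The counts of a gene were summed over the nuclei of a cluster and divided by all counts of those nuclei, and scaled to CPM. Because depth differs between libraries and clusters, the share of nuclei with a UMI of a gene was taken after each nucleus was thinned to 1000 UMIs, which left out 2394 C57BL/6J and 1249 *Nav1* KO nuclei with fewer. Choices that could change the numbers are the limits on genes and mitochondrial counts per nucleus, the resolution, the number of principal components, the variable genes, the Louvain seed, the treatment of doublets and which libraries are clustered together, with or without integration. *Nav1* (ENSMUSG00000009418, chr1 135434580–135607295, minus strand, mm10) had 13355 counts in the C57BL/6J library and 13472 in the *Nav1* KO library, which is 345 CPM (339–351) and 264 CPM (260–269). Its level in the *Nav1* KO library was 0.766 times that in the C57BL/6J library. The library chemistry counts transcripts from their 3′ end, so transcripts of the knockout allele are counted too. This level is therefore not a measure of intact *Nav1* mRNA or of the protein. In *Nav1* KO brain the paper reports the knockout transcript and no Nav1 protein. *Xist* was at 1.83 CPM in C57BL/6J and 0.903 CPM in *Nav1* KO, and the labels give male mice for both pools.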

The PFC cells were separated into 14 clusters, which based upon their pattern of marker mRNA expression^32^, were derived from 4 lineages: neurons, astrocytes, oligodendrocytes, and microglia (Fig. 4, Supplementary Figs. 11–13). 

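Clustering the 28686 nuclei at resolution 0.3 gave 14 clusters. The number rose to 17 with 20 principal components and at resolution 0.5, and fell to 11 at resolution 0.2, with under 5% mitochondrial counts and without the defining genes of clusters 8 and 10. The clusters were matched to the paper's numbers by the genes of Supplementary Fig. 12, and those numbers are used for all of them. The 10 genes with the highest fold over the other clusters held 2 markers of an astrocyte list in cluster 6 (*Aqp4*, *Slc1a3*), markers of an oligodendrocyte list in cluster 7 (*Mbp*, *Mag*) and 5 of a microglia list in cluster 12 (*C1qa*, *C1qb*, *C1qc*, *Cx3cr1*, *Csf1r*). They held 3 layer 2/3 markers in cluster 2 (*Cux2*, *Rasgrf2*, *Otof*) and 3 layer 6 corticothalamic markers in cluster 4 (*Tle4*, *Hs3st4*, *Col12a1*). They held striatal medium spiny neuron markers in cluster 8 (*Ppp1r1b*, *Tac1*, *Rgs9*, *Penk*), 3 olfactory bulb mitral or tufted cell markers in cluster 10 (*Eomes*, *Cdhr1*, *Doc2g*) and 3 olfactory ensheathing glia markers in cluster 13 (*Prss56*, *Fabp7*, *Apod*). Clusters 0 and 1 held no marker of any list among their 10 genes, and clusters 0, 1, 5, 9 and 11 were left without a cell type name.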

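*Slc17a7* was at 691, 770, 746, 924, 537 and 826 CPM in clusters 0, 1, 2, 4, 5 and 10. It was at 107 CPM in cluster 3 and 98.3 CPM in cluster 8. *Gad1* was at 429 CPM in cluster 3 and 162 CPM in cluster 8, and *Gad2* at 282 and 166 CPM. In clusters 0, 1, 2, 4 and 10 *Gad1* was at 10.5 to 52.7 CPM. Cluster 5 held both kinds of marker, with *Gad1* at 115 CPM and *Gad2* at 84.8 CPM, and its 10 leading genes by fold included *Gad2* and the striatal gene *Rgs9*. Its median of 4494 UMIs per nucleus was the highest of the 14 clusters, and 23.2% of its nuclei were among the 10% with the highest doublet scores of their library.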

The eight neuronal clusters were separated into six excitatory (0–2, 4, 5, and 10) and two (3, 8) inhibitory neuronal clusters. Consistent with prior findings^32^, excitatory neurons were 5 to 7-fold more abundant than inhibitory neurons (52–75% vs 7–14% of the total). 

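With clusters 0, 1, 2, 4, 5 and 10 counted as excitatory and clusters 3 and 8 as inhibitory, the C57BL/6J library had 10844 excitatory and 1831 inhibitory nuclei, a ratio of 5.92 (5.64–6.23). These are 74.1% and 12.5% of its nuclei. The *Nav1* KO library had 8960 and 1558, a ratio of 5.75 (5.45–6.07), or 63.7% and 11.1% of its nuclei. Without cluster 5, which holds markers of both classes, the ratios were 5.10 in C57BL/6J and 5.01 in *Nav1* KO, without clusters 5 and 10 they were 5.07 and 4.596, and without clusters 5, 8 and 10 they were 10.7 (9.95–11.44) and 5.65 (5.32–6.00). These exclusions were chosen after the values were seen. Among the alternatives the ratio moved most when the deposited BTBR library was merged with these, to 16.5 in C57BL/6J and 8.88 in *Nav1* KO. The cluster with the highest *Drd1* CPM was then counted as excitatory, as it was in 6 other alternatives with both libraries clustered together, where the ratios were 11.5 to 13.3 and 6.59 to 7.25. Clusters outside both classes were kept out by a threshold on non-neuronal markers that was set after the data were seen, and they held the remaining 1955 C57BL/6J and 3538 *Nav1* KO nuclei.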

The cell clusters and their distribution in our C57BL/6J PFC data were very similar to that of a prior analysis^32^ (Supplementary Fig. 14). 

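*Nav1* was highest in cluster 10, at 843 CPM (813–875), followed by cluster 3 at 348 CPM (331–366), cluster 5 at 345 CPM (336–354) and cluster 1 at 321 CPM (314–329). In C57BL/6J *Nav1* was at 464 CPM in cluster 3 and 409 CPM in cluster 5, and in *Nav1* KO at 278 and 282 CPM. At 1000 UMIs per nucleus *Nav1* was found in 54.4% of the nuclei in cluster 10, 28.7% in cluster 5 and 27.3% in cluster 3. It was found in 14.3% (4.03–32.7) in cluster 12, the microglia-like cluster, on 4 of 28 nuclei. Unthinned, these shares were 86.9%, 72.7%, 42.0% and 9.32%, at medians of 3485.5, 4494, 1785.5 and 769 UMIs per nucleus. The mean of ln(1 + counts per 10000) over nuclei also placed cluster 5 next to cluster 10, at 1.19 and 1.97. *Nav1* CPM was lower in the *Nav1* KO library than in the C57BL/6J library in 14 of 14 clusters, with an interval of the ratio below 1 in 9, and in cluster 10 the ratio was 0.920 (0.794–1.07).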

Clusters 10 and 5 had the highest levels of *Nav1* mRNA (Supplementary Fig. 11). Cluster 10 was of particular interest since its abundance was most increased (14-fold) in *Nav1* KO (vs C57BL/6J) mice. 

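Cluster 10 held 46 of the 14630 C57BL/6J nuclei, or 0.314% (0.230–0.419), and 650 of the 14056 *Nav1* KO nuclei, or 4.62% (4.28–4.98). The ratio was 14.7 (10.9–20.3), the highest of the 14 clusters, followed by 11.1 for cluster 13. Most nuclei of cluster 10 came from the *Nav1* KO library. Its leading genes by fold were *Cdhr1*, *Ms4a15* and *Eomes*, the first and the third of them markers of olfactory bulb mitral or tufted cells. The ratio moved most among the clusterings of both libraries when the 50 genes that define cluster 10 and the 50 that define cluster 8 were kept out of the variable genes. The cluster picked by *Tshz2* was then a non-neuronal one with a ratio of 3.103, so the nuclei of cluster 10 did not form a cluster without those genes. The paper compares the share of each cluster between the genotypes and reasons that cluster 10 deserves attention because its share rose most, and the ratio rests on 1 pool of mice per genotype.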

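*Tshz2* (ENSMUSG00000047907, chr2 169633013–170071816, plus strand) was highest in cluster 10, at 424 CPM (402–446). It was also found in cluster 11 at 151 CPM (134–170), cluster 9 at 137 CPM (120–155) and the layer 6-like cluster 4 at 127 CPM (118–137), and it was at 3.99 CPM in cluster 2. The order of clusters 11, 9 and 4 differed between the libraries, at 144, 105 and 84.2 CPM in C57BL/6J and 153, 147 and 175 CPM in *Nav1* KO. In the same order its shares of nuclei at 1000 UMIs were 34.1%, 17.5%, 13.2%, 7.50% and 0.324%, and unthinned 63.8%, 27.7%, 19.1%, 9.58% and 1.18%. Median depths of these nuclei were 3485.5 UMIs in cluster 10 and 2909 UMIs in cluster 2. In cluster 10 *Tshz2* was at 398 CPM in the C57BL/6J nuclei and 426 CPM in the *Nav1* KO nuclei. *Eomes*, *Tbx21*, *Lhx1*, *Lhx5*, *Nmb* and *Barhl2*, 6 markers of olfactory bulb mitral or tufted cells, were each highest in cluster 10.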

Cluster 10 uniquely expressed an excitatory neuronal marker (*Tshz2*) that is characteristic of cortical layer 5 (L5) cells (Supplementary Fig. 11), which form projections to extra-cortical brain regions and are in the cortical layer whose transcriptome was most altered during cocaine withdrawal^32^. 

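The summed level of each of these genes in cluster 10 was divided by its level in clusters 0, 1, 2, 4 and 5 together. The ratio was 0.354 (0.334–0.375) for *Gria3*, 0.546 (0.524–0.568) for *Grin2b*, 0.473 (0.446–0.500) for *Grin2a*, 0.426 (0.395–0.459) for *Camk2a*, 0.612 (0.581–0.643) for *Ppp3ca* and 0.556 (0.500–0.617) for *Prkcb*. *Gria4* (ENSMUSG00000025892, chr9 4417896–4796234, minus strand) was the only one of the 7 with a higher level in cluster 10, with a ratio of 1.83 (1.73–1.94). In the C57BL/6J nuclei alone its ratio was 1.87 (1.49–2.31) and in the *Nav1* KO nuclei alone 1.84 (1.73–1.95). The other 6 were lower in cluster 10 in both libraries. For *Camk2a* the ratio was 0.734 (0.582–0.912) in C57BL/6J, on 81 counts in cluster 10, and 0.431 (0.397–0.466) in *Nav1* KO. The pathway enrichment was not analysed here.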

Pathway enrichment analysis of the differentially expressed genes (DEGs) in cluster 10, revealed that many of the enriched pathways were associated with neuronal guidance, synapse or signaling functions; and 7 DEGs (*Gria3, Grin2b, Grin2a, Camk2a, Ppp3ca, Gria4, Prkcb*) were associated with an amphetamine addiction pathway (*p* = 0.000025) (Supplementary Fig. 15). 

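*Rab3a* (ENSMUSG00000031840, chr8 70754679–70758677, plus strand) was highest in cluster 3 at 112 CPM (102–122), followed by cluster 10 at 74.0 CPM (65.2–83.8). It was at 59.1 CPM in cluster 5. In cluster 10 *Rab3a* was at 57.6 CPM in C57BL/6J, on 12 counts, and at 75.1 CPM in *Nav1* KO. *Cck* (ENSMUSG00000032532, chr9 121489824–121495694, minus strand) was at 331 CPM in cluster 0, 327 CPM in cluster 3 and 320 CPM in cluster 10, and at 200.1 CPM in cluster 5. In C57BL/6J *Cck* was at 379 CPM in cluster 10, 356 CPM in cluster 3 and 283 CPM in cluster 0, and in *Nav1* KO at 316, 309 and 408 CPM. At 1000 UMIs *Rab3a* was found in 9.92% of the nuclei in cluster 3 and 8.64% in cluster 10, and *Cck* in 30.0% in cluster 10 and 26.1% in cluster 0. Unthinned, *Rab3a* was found in 27.3% in cluster 10, 26.7% in cluster 5 and 19.4% in cluster 3, and *Cck* in 64.8% in cluster 10, 54.0% in cluster 1 and 51.8% in cluster 5.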

Clusters 5 and 10 also had the highest levels of expression of two mRNAs (*Rab3a*^33^, *Cck*^34^), whose expression levels were altered during cocaine withdrawal^32^ (Supplementary Fig. 16). Cluster 5 uniquely expressed a transcription factor (*Etv1*, aka *Er8*) that is required for generating habitual behaviors^35^. 

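*Etv1* (ENSMUSG00000004151, chr12 38779380–38870484, plus strand) was highest in cluster 3 at 144 CPM (133–156), the oligodendrocyte-like cluster 7 at 125 CPM (115–135) and cluster 12 at 103 CPM (51.7–185, on 11 counts), and was at 83.6 CPM (79.1–88.2) in cluster 5. The order differed between the libraries. In C57BL/6J *Etv1* was highest in clusters 7 and 1, at 105 and 98.2 CPM, with 48.4 CPM in cluster 3 and 68.8 CPM in cluster 5, and in *Nav1* KO it was highest in cluster 3, at 201 CPM, with 98.2 CPM in cluster 5. At 1000 UMIs *Etv1* was found in 8.03% of the nuclei in cluster 5 and in 12.2% in cluster 7. Unthinned, cluster 5 had the largest share, 27.7%, against 23.8% in cluster 1, 23.1% in cluster 7 and 7.23% in cluster 2, where the level was the lowest, at 24.1 CPM. The median UMIs per nucleus were 4494 in cluster 5 and 2909 in cluster 2.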

The inhibitory neurons in cluster 8 were of interest because their abundance was 3-fold decreased in the PFC of *Nav1* KO mice, and they uniquely expressed *Drd1* mRNA (Supplementary Fig. 12). In contrast, *Drd2* mRNA was not expressed at detectable levels in any cluster. 

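Cluster 8 held 960 C57BL/6J nuclei, or 6.56% (6.17–6.98), and 291 *Nav1* KO nuclei, or 2.07% (1.84–2.32), a decrease of 3.17-fold (2.78–3.63). *Drd1* (ENSMUSG00000021478, chr13 54051183–54055705, minus strand) was highest in cluster 8, at 236 CPM (217–255), followed by cluster 4 at 54.0 CPM and cluster 5 at 48.2 CPM. It was at 222 CPM in the C57BL/6J nuclei of cluster 8 and 267 CPM in its *Nav1* KO nuclei. At 1000 UMIs *Drd1* was found in 19.4% of the nuclei in cluster 8, 5.45% in cluster 4, 5.39% in cluster 5 and 0.847% in the astrocyte-like cluster 6. Unthinned, the shares were 30.6%, 11.8%, 20.2% and 3.21%, at medians of 1846, 2407, 4494 and 1985 UMIs. When the 50 genes that define cluster 8 and the 50 that define cluster 10 were kept out of the variable genes, the *Drd1* cluster took up other nuclei and its share in *Nav1* KO was 0.886 times that in C57BL/6J. In 7 of 11 alternatives the *Drd1* nuclei of both libraries joined a cluster counted as excitatory, and the inhibitory cluster with the most *Drd1* that was left had a larger share in *Nav1* KO, by up to 1.57 times. The cluster with the highest *Drd1* CPM of any class, an alternative chosen after the values were seen, had a ratio of 0.307 to 0.346 in 8 of 11 alternatives. The paper reasons from the decrease in share and from *Drd1* that the inhibitory neurons of cluster 8 are of interest, and the leading genes of this cluster include striatal medium spiny neuron markers.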

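*Drd2* (ENSMUSG00000032259, chr9 49340627–49408177, plus strand) had 175 counts in cluster 8, or 66.7 CPM (57.2–77.3). Of these, 125 counts were in the C57BL/6J library (67.7 CPM) and 50 in the *Nav1* KO library (64.2 CPM). Cluster 5 had 168 counts, or 10.6 CPM (9.05–12.3), and no other cluster was above 3.85 CPM. At 1000 UMIs *Drd2* was found in 6.56% (5.19–8.15) of the nuclei in cluster 8, 1.47% in cluster 5 and 0.172% in the oligodendrocyte-like cluster 7. Unthinned, the shares were 11.0%, 5.53% and 0.980%, at medians of 1846, 4494 and 1873.5 UMIs. Cluster 12 had no *Drd2* count, and 3 counts there would be 28.2 CPM.

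**Figure D1:**
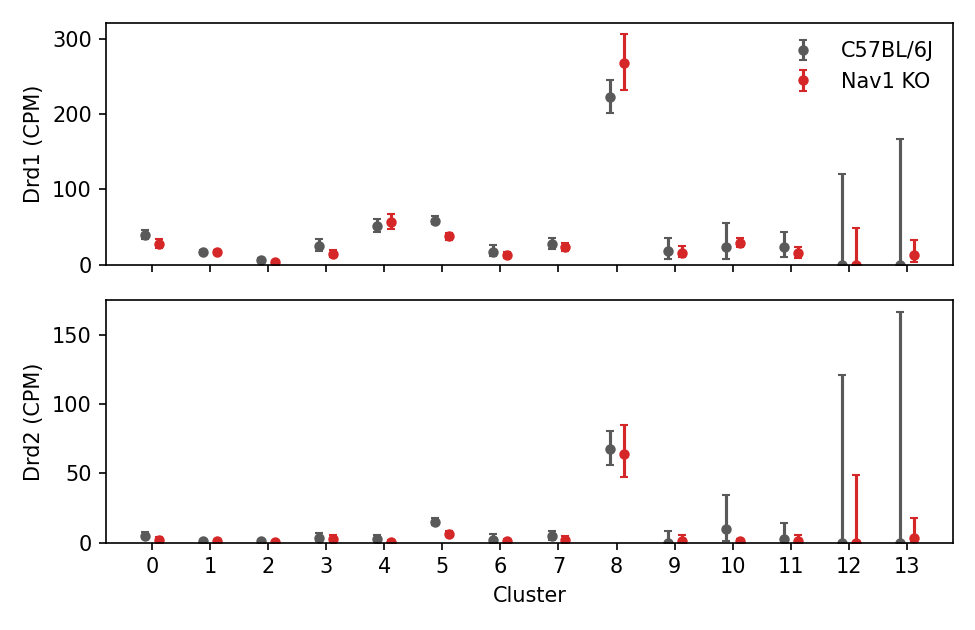
*Drd1* and *Drd2* levels by cluster. Each point is the summed level in CPM of the nuclei of 1 cluster in 1 library, gray for C57BL/6J and red for *Nav1* KO, with its exact 95% Poisson interval. The 2 libraries have similar levels in cluster 8, where both genes are highest, and the wide intervals in clusters 12 and 13 come from few nuclei.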

Of importance, the mRNA levels measured in PFC obtained from C57BL/6J and *Nav1* KO mice are not necessarily related to the *Drd1-2* mRNA levels in measured in the striatum of the recombinant inbred strains. In summary, the transcriptomic analysis indicates that the *Nav1* KO affected neurons located in a deep cortical layer, and some of these cells had transcriptomic changes that were similar to those associated with cocaine withdrawal.

**Fig. 4:**
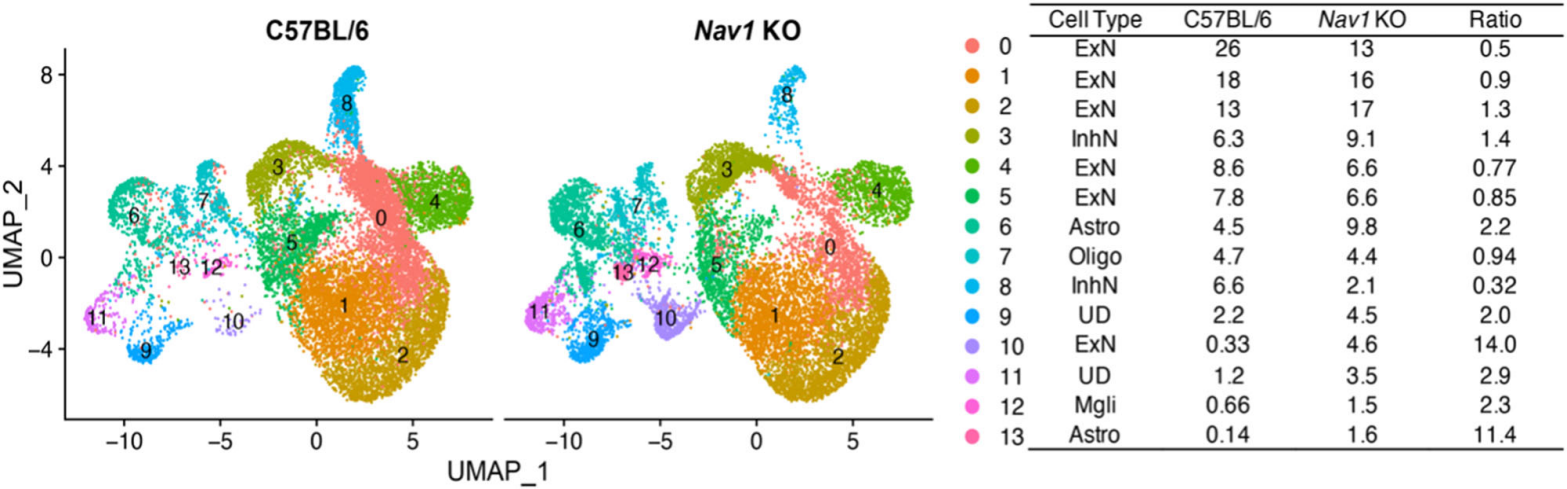
snRNA-Seq analysis of *Nav1* KO and isogenic C57BL/6J PFC tissue. UMAP plots show the data for the C57BL/6J and *Nav1* KO cells. Each dot represents an individual cell. The table indicates the dot color for each cluster, the percentage of cells in each cluster, and the ratio of the cell percentages (*Nav1 KO*/C57BL/6J) in C57BL/6J and *Nav1* KO PFC. This dataset analyzed the expression of 21,892 genes in 28,686 nuclei. Based upon total transcriptomic differences, the PFC cells were separated into 14 different clusters. Based upon canonical marker expression, the clusters are derived from the five lineages: astrocytes (6, 11), microglia (12), oligodendrocytes (7); and inhibitory (3, 8) and excitatory (0, 1, 2, 4, 5, 10) neurons. The lineages for two clusters (9, 11) were undefined (UD) because they expressed markers from different cell lineages. Of particular interest, the number of cells in an inhibitory neuron cluster (cluster 8) is three-fold decreased in *Nav1* KO mice, and there is a 14-fold increase in the number of cells in an excitatory neuron cluster (cluster 10) in *Nav1* KO mice.

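In the clusters other than 8 and 10, the share in *Nav1* KO was 0.484 times that in C57BL/6J in cluster 0, 0.740 times in cluster 4, 0.793 times in cluster 5, 0.987 times in cluster 1, 1.14 times in cluster 7 and 1.18 times in cluster 2. It was 1.51 times in cluster 3, 2.09 times in cluster 6, 2.03 times in cluster 9, 2.79 times in cluster 11 and 1.88 times (1.28–2.81) in cluster 12. Cluster 13 held 21 C57BL/6J nuclei, or 0.144%, and 223 *Nav1* KO nuclei, or 1.59%, so that most of it came from 1 library. Nuclei were sorted by the neuronal marker NeuN before capture, so every cluster's share of a library also depends on that sort. The result of the sort for each pool is not given. The clusters counted as neither excitatory nor inhibitory held 13.4% of the C57BL/6J nuclei and 25.2% of the *Nav1* KO nuclei.

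**Figure D2:**
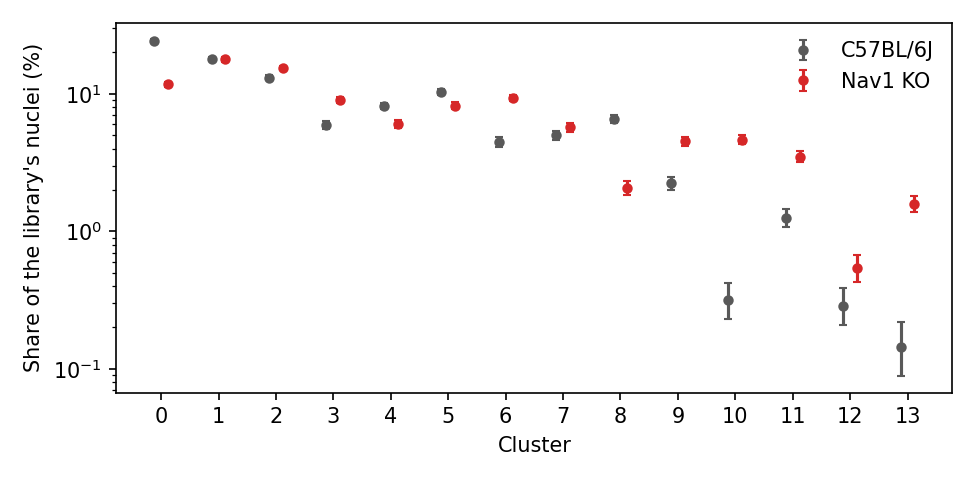
Share of each library's nuclei in each cluster, on a log scale. Gray points are the C57BL/6J library and red points the *Nav1* KO library, 1 library per genotype, with exact 95% binomial intervals. The libraries are farthest apart in clusters 8, 10 and 13.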

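The 10 leading genes of cluster 9 by fold included the meningeal fibroblast markers *Slc6a13* and *Ranbp3l*, the endothelial marker *Flt1* and the pericyte marker *Vtn*. *Slc17a7* was at 358 CPM in cluster 9 and 305 CPM in cluster 11, and *Gja1* at 160 and 284 CPM. *Aqp4* was at 5.56 and 17.3 CPM in these clusters, against 208 CPM in cluster 6. Of the nuclei in cluster 9, 18.7% were among the 10% with the highest doublet scores of their library, and in cluster 11 23.1%.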

## Discussion

Our analysis of a murine genetic model identified *Nav1* as a candidate gene that influences voluntary cocaine consumption, and this genetic finding was confirmed by the increased level of CSA exhibited by *Nav1* KO mice across a broad range of cocaine doses. The effect of the *Nav1* KO on voluntary cocaine consumption occurred early; it was maintained throughout a 10-day period of CSA testing. Moreover, subsequent testing revealed that *Nav1* KO mice exhibited an increased motivation for consuming cocaine^36^. Since *Nav1* KO and wildtype mice did not exhibit differences in lever preference or in cocaine-induced acute locomotor responses; neither indiscriminate lever pressing nor differential locomotor effects could be responsible for their increased cocaine-intake. Although HET mice did not significantly differ from wildtype mice, a potential trend towards lower cocaine intake in HET mice is present in the data, suggesting that the heterozygous allele state alters cocaine intake in the opposite direction of the homozygous knockout state. Overall, these results indicate that the reinforcer efficacy of cocaine is increased in *Nav1* KO mice. The *Nav1* KO had a similar effect on food reinforcement, which suggests that the effect of the *Nav1* KO could be generalized across drug and non-drug reinforcers. It has been postulated that a common neural circuitry may underlie food and drug addictions^37^, and genetic variation in *Cyfip1* had effects on both cocaine and food reward^5,38^. *Nav1* KO mice also exhibited reduced anxiety-like behavior. An inverse relationship between anxiety-like behavior and CSA^39^ and ethanol drinking^40^ was previously observed in rats. While the *Nav1* results also indicate that the neural circuits mediating drug reward, food reward and anxiety may have some overlap, additional research is necessary to further explore this possibility.

After finding that the *Nav1* KO affected CSA and FSA, we also found that *Nav1* KO mice also exhibited reduced spatial learning and memory. Therefore, we performed a series of studies to identify potential mechanism(s) for these *Nav1* KO-effects. (i) Brain MRI demonstrated that the *Nav1* KO did not cause gross structural changes. (ii) Since Nav1 is involved in neuronal development and migration, we examined the *Nav1* KO effect on neurons and synapses. *Nav1* KO mice had a significant increase in excitatory synapse density in the dentate gyrus and a significant decrease in inhibitory synapse density in the PFC. Consistent with these results, EPS studies revealed that cells in the dentate gyrus of *Nav1* KO mice had an increased frequency of mEPSCs. (iii) The PFC was analyzed by scRNA-Seq because it regulates higher cognitive functions that were impacted by the *Nav1* KO (i.e., learning and memory) and because of the observed change in excitatory and inhibitory synapse density in the *Nav1* KO PFC. The *Nav1* KO-induced alterations in the balance between excitatory and inhibitory synapses in the cortex and hippocampus provides a potential mechanism by which *Nav1* could impact learning, memory, and possibly the response to an addictive drug. This mechanism is consistent with the known role of *Nav1* in regulating neuronal development, directional migration^19^, and neurite outgrowth^20^. While various cortical and subcortical brain regions affect the response to addictive drugs, the PFC integrates reward-seeking and decision-making, through the inhibitory control it exerts^14,41^ through the dense reciprocal connections it forms with virtually all neuromodulatory centers within cortical and subcortical regions^42^. For example, PFC glutamatergic neurons connect to the NAc core, which can provide a top-down control mechanism for preventing food addiction behaviors^43^. Disruptions to hippocampal synaptic balance could cause the learning/memory deficits observed in *Nav1* KO mice, since these tests (particularly the Barnes maze) are hippocampal-dependent^44,45^. Since the hippocampus also has a role in cocaine responses^46^, *Nav1-*induced disruptions of hippocampal function could also affect CSA.

In summary, we demonstrated that *Nav1* plays a role in in addiction-related traits that include voluntary cocaine consumption and food reinforcement. Moreover, Nav1 also altered anxiety-like behavior, learning/memory, and the excitatory/inhibitory synaptic balance in hippocampal and PFC brain regions. However, further characterization of neural adaptations occurring in *Nav1* KO mice could enable the role of Nav1 and the pathways mediating addiction-associated behaviors to be more fully characterized. Moreover, generation and characterization of mice with brain a region-specific conditional *Nav1* knockout or of knockin mice with alterations in specific *Nav1* alleles are also needed to improve our understanding of the role that Nav1 plays in SUDs.

## Methods

### Mouse strains

All mouse procedures were approved by the Institutional Animal Care and Use Committees at Binghamton or Stanford University; and were conducted in accordance with the National Institute of Health Guide for Care and Use of Laboratory Animals, Eighth Edition. All mice were originally obtained from Jackson Laboratories, and the results are reported according to the ARRIVE guidelines^47^. The strains utilized for genetic mapping were bred for 7 generations or less prior to testing. *Nav1* KO mice (on C57BL/6J background) were maintained at Binghamton and at the Stanford University School of Medicine. Mice were housed in their home cage and maintained on *ad libitum* mouse chow (5L0D, Purina Lab Diet) and water. Mice were individually housed in polycarbonate cages (30 × 8 cm) with wood-chip bedding (SANI-CHIPS), a paper nestlet and a red polycarbonate hut.

### Cocaine self-administration (CSA)

Chronic indwelling jugular catheters were inserted and managed as described^27^. Twenty-one strains (*n* = 1–6 mice per strain, male mice, age range: 12–18 weeks) were tested for CSA acquisition in 10 consecutive daily sessions (Fixed-ratio-1 schedule of reinforcement, 0 or 0.5 mg/kg body weight of cocaine per infusion) that ran until 65 infusions were earned or 2 h passed, whichever came first. Cocaine hydrochloride (Sigma Aldrich; St Louis MO) was dissolved in sterile saline at a concentration of 0.17, 0.84, or 1.68 mg/mL to produce a freebase dose of 0.1, 0.5, or 1.0 mg/kg/infusion (infusion volume was 0.67 mL/kg/infusion). Testing occurred at the same time each day, during the light phase of a 12/12 h cycle. The animals were tested in Med Associates mouse self-administration chambers (55.69 × 38.1 × 35.56 cm, MED-307W-CT-D1, Med Associates, VT) that were fitted with 2 retractable ultrasensitive levers and that were housed within sound-attenuating cubicles. Assignment of the active infusion lever (right or left side of the box) was counterbalanced across strains/sex. Assignment of testing chamber minimized testing multiple mice from a given strain in the same chamber. Test sessions began with the activation of the white noise and the illumination of 5 stimulus lights on the back wall of the chamber. No priming infusion(s) were delivered. When a subject actuated the active lever, an infusion was delivered, the house light flashed, and the aperture lights turned off for 20 s. During this time-out period, contacts on the active lever were recorded but had no programmed consequence. Actuation of the inactive lever had no programmed consequence. The number of infusions earned, cocaine intake (mg/kg) (number of infusions X dose) and active lever preference (active lever presses/total lever presses) were key variables of interest. Active lever preference is incalculable if the mouse fails to press either lever, and consequently analysis of this variable by session leads to excessive missing data points. Therefore, the last 3 CSA sessions were collapsed by calculating preference across these days, within individual mice.

### Haplotype based computational genetic mapping (HBCGM)

The SNP database was generated by analysis of the genomic sequences of 47 classical (C57BL/6J, 129P2, 129S1, 129S5, AKR, A_J, B10, BPL, BPN, BTBR, BUB, BALB, C3H, C57BL10J, C57BL6NJ, C57BRcd, C57LJ, C58, CBA, CEJ, DBA, DBA1J, FVB, ILNJ, KK, LGJ, LPJ, MAMy, NOD, NON, NOR, NUJ, NZB, NZO, NZW, PJ, PLJ, RFJ, RHJ, RIIIS, SEA, SJL, SMJ, ST, SWR, TALLYHO, RBF, MRL) and 6 wild-derived (CAST, MOLF, PWD, PWK, SPRET, WSB) inbred strains as described in^48–50^. HBCGM was performed as described^51^ using modifications described in^52^. The chromosomal location and potential codon-changes for a SNP are annotated using predictive gene models from Ensembl version 65. The methods for calculation of the genetic effect size (η^2^) and for other mapping methods are provided elsewhere^53,54^.

### Generation and characterization of Nav1 KO mice at the Stanford University School of Medicine

C57BL/6J female mice were super-ovulated by intraperitoneal injection of pregnant mare’s serum gonadotropin and human chorionic gonadotropin. These mice were then paired with C57BL/6J males to generate fertilized embryos, and pronucleus (PN) stage embryos were collected. 

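In the mouse genome (mm10) and GENCODE release M21, target 1 (CAAACCTAGCCGGATTCCTC) lies at chr1 135584786–135584805 on the strand of the *Nav1* transcript, followed by the PAM GGG. Target 2 (GCACGGTAACCACAAGCTCG) lies at chr1 135584594–135584613 on the opposite strand, also followed by GGG. Both lie in the coding part of exon 1 of the transcript Nav1-201, which spans chr1 135584555–135585355, and in exon 3 of Nav1-207. Target 1 also lies in the overlapping gene *Gm4793* (chr1 135584773–135599948, plus strand).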

*S. pyogenes* Cas9 protein (IDT) and guide RNAs (target 1 crRNA: CAAACCTAGCCGGATTCCTC, target 2 crRNA: GCACGGTAACCACAAGCTCG, in the form of crRNA:tracrRNA duplex, from IDT) were then electroporated into PN embryos using a NEPA21 electroporation system (Supplementary Fig. 2) with a CUY505P5 electrode. The guide RNAs were designed to delete a 178 bp region at the end of exon 1 and to also introduce an early stop codon in exon 1. This region was deleted because exon 1 is expressed in all 7 known isoforms of *Nav1* mRNAs. 

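Cuts 3 bases from each PAM remove chr1 135584611–135584788, which is 178 bases and leaves 56 bases of the exon after the deletion. This length is not a multiple of 3. In Nav1-201 the first 177 codons stay unchanged, 9 codons in a shifted frame follow, and a TAG stop codon begins at chr1 135584584 in the same exon, against 1875 codons in the full transcript. Codon 198 (GAT, chr1 135584727–135584729) lies in the deleted bases.

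**Figure D3:**
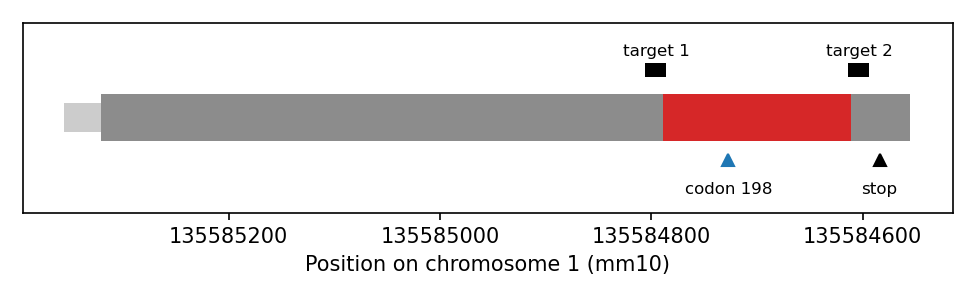
The targeted exon of *Nav1*, drawn in the direction of transcription (positions on chromosome 1, mm10, fall to the right). The dark bar is the exon from the start codon on, the red bar the 178 deleted bases, the black bars the guide RNA targets, and the triangles mark codon 198 and the first base of the stop codon that follows the deletion. The stop codon lies in the same exon as the deletion.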

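GENCODE release M21 lists 8 *Nav1* transcripts, of which 4 are protein-coding. The exon that holds both targets belongs to 3 of the 8, all of them protein-coding.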

Healthy embryos were transferred into the oviducts of pseudo-pregnant recipient females. Genomic DNA from the pups were screened by PCR amplification using the strategy shown in Supplementary Fig. 2. Mice with genomic DNA that generated diagnostic amplicons were subsequently sequenced to characterize the deleted region. To reduce the possibility of off target editing, both selected guide RNAs had very high specificities for the target sites. The target 1 crRNA has an MIT specificity score of 92 and a cutting frequency determination (CFD) specificity score of 96, and target 2 crRNA has an MIT specificity score of 90 and a CFD specificity score of 95^55,56^. Both guide RNA evaluation programs generate scores that range from 0 to 100, with 100 being the most specific. It has been reported that the total number of mismatched base-pairs is a key determinant of Cas9 cleavage efficiency. Two mismatches, particularly those occurring in a PAM-proximal region, considerably reduce Cas9 activity, irrespective of whether they are concatenated or interspaced, and this effect is further magnified for three and four mismatches. Three or more interspaced mismatches eliminates detectable Cas9 cleavage at the vast majority of loci^57^. Of importance, no off-target sites for either crRNA had 0, 1, or 2 base mismatches. The target 1 crRNA has 51 off-target sites with 4 base mismatches and the target 2 crRNA has 41 sites with 4 mismatches; and none are in an exon on chromosome 1. There was one off-target site with 3 base mismatches for both crRNAs; but both sites are in intergenic sequences that were not present on chromosome 1 (where the *Nav1* is located), and at least one mismatch is in the PAM-proximal region. To further minimize the chance of an off-target effect of CRISPR engineering, a *Nav1* KO mouse was backcrossed to C57BL/6J mice for two generations. The resulting *Nav1* het KO mice were intercrossed to generate homozygous *Nav1* KO mice. Since *Nav1* KO females are poor mothers, homozygous *Nav1* KO mice were generated by breeding homozygous *Nav1* KO males with heterozygous *Nav1* females for colony maintenance. To generate mice used in the CSA and FSA experiments, heterozygous *Nav1* mice were intercrossed to generate WT, heterozygous, or homozygous mutant mice. Single molecule fluorescence in situ hybridization (smFISH) was performed according to^58^. In brief, frozen brain tissue sections (20 μm) were pre-treated with 0.01% pepsin in 0.1 M HCl for 2 min at room temperature followed by washing in 0.05% Tween 20 in 1 x diethyl pyrocarbonate-treated (DEPC)-PBS. mRNA was reverse transcribed to cDNA in a room temperature buffer containing 0.5 mM dNTP, 0.2 μg/μl BSA, 1 μM cDNA primer, 1 U/μl RNaseIn (Clonetech, 2313B) and 20 U/μl RT (Maxima, Thermo Scientific™, EP0752) for 3 h at 50 °C in a securely sealed chamber. After three brief washes in 0.05% Tween 20 in 1 x DEPC-PBS, the sections were post-fixed in 4% paraformaldehyde for 30 min at room temperature and washed three times in phosphate-buffered saline with Tween 20 (PBST). Hybridization and ligation with T4 DNA Ligase were performed in T4 ligase buffer with 0.2 μg/μl BSA, 100 nM padlock probe and 0.1 U/μl T4 DNA Ligase (New England Biolabs) for 30–45 min in 37 °C. This was followed by washing with 2× SSC with 0.05% Tween-20 at 37 °C for 5 min, and then rinsing in PBST. Rolling circle amplification (RCA) was performed with 1 U/μl Φ29 DNA polymerase (New England Biolabs) using the reaction buffer supplied by the manufacturer with 250 μM dNTPs, 0.2 μg/μl BSA and 10% glycerol. The incubation was carried out for 60–150 min at 30 °C, which was followed by a washing in TBST. Stranded RCA products (RCP) were hybridized in 250 nM of Cy5 and FAM fluorescence-labeled oligonucleotide probes in a solution of 2× SSC, 20% formamide for 30 min at 37 °C. Slides were then washed in TBST. Dried slides were mounted with VECTASHIELD® PLUS Antifade Mounting Medium (vectorlabs, H-1900-10). Images were acquired using an SP8 Confocal microscope (Leica). For quantification, the number of RCPs and cell nuclei in the images were counted digitally using Fiji software (version 1.53C)^59^. All oligos listed **in** Supplementary Table 5 were synthesized by Integrated DNA Technologies, Inc (Coralville, Iowa).

For proteomic mapping, proteins in brain tissue obtained from C57BL/6J and Nav1 KO (N93) mice were extracted and separated by SDS-PAGE. Protein bands corresponding with the molecular weight of Nav1 were excised, and trypsin digested. The digested peptide mixtures were z-tip purified and run on an Orbitrap Fusion™ Lumos™ Tribrid™ Mass Spectrometer (ThermoFisher, San Jose), which was equipped with an Acquity UPLC M-class system (Waters, MA). The peptide data were searched against the mouse proteome database. Two different Nav1 peptides were found in the C57BL/6J brain sample (MW 202.423; calculated pI 8.06, Score Sequest HT 2.00323, *n* = 2 peptides; and MW 252.876, calculated pI 8.76, Score Sequest 2.131383, *n* = 1 peptide). In contrast Nav1 peptides were completely absent in brain tissue obtained from the *Nav1* KO. Thus, proteomic mapping confirmed that Nav1 protein was absent from brain tissue obtained from homozygous *Nav1* KO mice, while Nav1 peptides were detected in C57BL/6J brain tissue.

### Food self-administration (FSA) assays

The FSA procedure utilized the same testing conditions as CSA, except that 20 µl of Chocolate Boost (Nestle) was delivered as the reinforcer. Additionally, the number of reinforcers per session was not limited to avoid any ceiling effects; the mice had no prior surgical procedures and were not tethered to an infusion line. All sessions were terminated after 2 h of testing. To facilitate acquisition of FSA, home-cage food was removed ~16 h before the 1st FSA session. Following the 1st session, the mice were fed 2.5 g of food in the home-cage, in order to maintain food restriction through the 2nd session. Following the 2nd session, mice were returned to ad lib feeding for the remaining of the testing period. The following numbers of mice of the indicated sex were tested in the FSA assay: *Nav1* KO – 6 F, 5 M; Het – 6 F, 5 M; and Wild type – 6 F, 5 M. The average age of the *Nav1* KO, Het and wild-type mice tested in the FSA assay was 15.8, 15.6 and 14.4 weeks (Supplementary Table 1). Following the 1st FSA experiment, we noted that homozygous *Nav1* KO mice lost more body weight, relative to HET and wildtype mice, in response to food deprivation. Therefore, we tested a second cohort of mice under no food restriction. This cohort was instead subjected to magazine training prior to FSA sessions. This training involved placing mice in the operant chambers and activating a program that turned on the white noise and illuminated the nose-poke apertures and house light. After 10 s, 20 µl of Boost was delivered to the magazine, the aperture lights turned off and the house light flashed (1 s on, 1 s off). These conditions continued until the mouse entered the magazine, as detected by infrared beam break. Entry to the magazine stopped the flashing house light and illuminated the apertures. 30 s following the magazine entry, 20 µl of Boost was again delivered to the magazine, the aperture lights turned off and the house light flashed until another magazine entry. The sessions were limited to 50 Boost rewards or 2 h. Mice were required to earn at least 30 rewards before moving on to FSA testing.

After 10 days of FR1 testing, mice in the CSA and FSA studies were tested under a progressive ratio schedule of reinforcement in one session. The first reinforcer required one press of the active lever, and the response requirement was doubled every reinforcer thereafter. The session ended when the mouse failed to earn a reinforcer in 30 min, or 2 h total elapsed. The last ratio achieved for each mouse and was utilized as an indicator of performance.

### Analysis of the CSA and FSA data for assessing the effect of the Nav1 KO

C57BL/6J (Wt), heterozygous *Nav1* KO (Het) and homozygous *Nav1* KO mice (KO), which were all naive to any prior experimentation, were tested for CSA using a between-subjects dose-response test with cocaine doses of 0.1, 0.5, and 1.0 mg/kg. To determine if sex impacted the *Nav1* KO effect on CSA, male and female mice were tested. For all CSA and FSA studies involving *Nav1* KO mice, het-het breeding pairs were used to generate offspring of all three genotypes, including the wild-type mice that were utilized as controls. The following numbers of mice of the indicated sex were tested at each of the following indicated doses: *Nav1* KO – 0.1 Dose: 7 F, 7 M; 0.5 Dose: 8 F, 8 M; 1.0 Dose: 6 F, 8 M; Het – 0.1 Dose: 7 F, 8 M; 0.5 Dose: 7 F, 8 M; 1.0 Dose: 6 F, 7 M; and Wildtype – 0.1 Dose: 7 F, 8 M; 0.5 Dose: 7 F, 9 M; 1.0 Dose: 8 F, 6 M. The average age of the *Nav1* KO, Het, and wild-type mice tested in the CSA assay was 16.2, 16.2, and 16.3 weeks. For the FR1 CSA data, the results for the effect of a variable (i.e., mouse genotype, sex, or the effect of an individual session) on the number of cocaine infusions are reported as an F-statistic [F(variation among sample means / variation within sample)] and as a *p*-value. Variables that had a significant effect were further evaluated by performing pairwise comparisons of that variable (i.e., genotype or sex) with the CSA results obtained at each session, and the results are reported as a *p*-value for the effect of that variable on the number of cocaine infusions.

### Acute locomotor effects of cocaine

Mice, which were naïve to any prior experimentation, were tested in an acute locomotor dose-response procedure (*Nav1* KO – 6F, 6M; Het – 6F, 5M; and Wild type – 6F, 6M). The average age of the *Nav1* KO, Het and wild-type mice tested in the cocaine locomotor assay was 14.7, 14.2, and 14.3 weeks. Testing occurred in Med Associates open field boxes (43.2 × 43.2 × 30.5 cm, Med-Associates MED-OFAS-RSU; St Albans VT), housed individually in sound-attenuating chambers. All testing sessions were preceded by a 30-min acclimation period in the open field box with no prior injection. Following this 30-min session, mice were briefly removed and received an intraperitoneal (ip) injection of either saline (sessions 1 and 2) or cocaine (sessions 3, 4, and 5) at a dose volume of 10 mL/kg body-weight, and returned to the open field box for 1 h. Cocaine was administered at 3 doses (5, 10, and 20 mg/kg body weight) in a within-subjects dose-response design. All 6 possible dose orders were utilized and balanced across genotype groups. Sessions 1, 2, and 3 occurred over 3 consecutive days. Sessions 4 occurred 2 days following session 3 and session 5 occurred 3 days following session 4, in order to limit any potential effects of prior cocaine exposures.

Locomotor behavior was assessed by distance traveled, as determined by infrared beam breaks. Distance traveled under no injection, saline injection, and cocaine injection was assessed. The acute locomotor effect of cocaine was calculated by subtracting the average of the distance traveled after both saline injection sessions from the distance traveled after cocaine injection. The data were binned into two, 30-minute bins and assessed within bin in addition to the full 1-h session.

### MRI analyses

The brains of age-matched adult male C57BL/6J and *Nav1* KO mice (*n* = 4/group, age 3–4 months) were examined by in vivo MRI using a high-field 7 T MRI scanner (Bruker, Billerica, MA) at the Stanford Center for Innovation in In vivo Imaging (SCi^3^) facility. All mice were anesthetized under 1.0–1.5% isoflurane that was administered by nose cone throughout the session. Their body temperatures were supported with warm air, while their respiratory rates were continuously monitored. Anatomical images were acquired using T2-weighted turbo rapid acquisition with relaxation enhancement (T2 TurboRARE) with the following parameters: repetition time (TR) = 2500 ms, echo time (TE) = 40 ms, flip angle = 90 degrees, slice thickness = 0.5 mm. Slices were obtained in the axial view (coronal in the mouse) with the first slice starting at the rostral-most extension of the prefrontal/motor cortex, while the olfactory bulb was excluded. The DICOM files obtained were processed using Osirix software (Pixmeo SARL, Bernex, Switzerland). The cortical thickness, hippocampal volume, and brain volume were manually labeled by an experimenter that was blinded to the genotype of mice. Measurements were obtained from a continuous series of slices (for cortical thickness: from +0.63 to −0.67 mm; for hippocampal volume: −0.77 to −3.37 mm; for brain volume: +3.33 to −4.87 mm; locations relative to Bregma) that were aligned across mice groups. The normalized hippocampal volume was calculated by dividing the absolute hippocampal volume by the total brain volume. The MRI data were analyzed using Prism 9.1.0 (GraphPad Software, Inc. La Jolla, CA) with unpaired student *t*-test.

### Whole-cell patch-clamp recording

Brain slices were prepared from anesthetized male mice (3–4 months of age) using previously described techniques^60^. In brief, coronal slices (~300 μm) were prepared from excised brains that were sectioned with a vibratome in cold (4 °C) buffer (ACSF) used for tissue slicing that contains: 126 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 1 mM CaCl_2_, 2 mM MgSO_4_, 26 mM NaHCO_3_, and 10 mM glucose; pH 7.4, when saturated with 95% O_2_/5% CO_2_. Slices were then transferred to an incubation chamber filled with standard ACSF buffer containing: 126 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 2 mM CaCl_2_, 1 mM MgSO_4_, 26 mM NaHCO_3_, and 10 mM glucose. The slices were incubated at 33 ± 1 °C for 1 h, and then at room temperature before use. After incubation, slices were transferred to a recording chamber where they were minimally submerged (32 ± 1 °C) and perfused at the rate of 2.5–3 mL/min with standard ACSF buffer. Patch electrodes pulled from borosilicate glass tubing (1.5 mm OD) and had impedances of 4–6 MΩ when filled with Cs-gluconate based intracellular solution containing: 120 mM Cs-gluconate, 10 mM KCl, 11 mM EGTA, 1 mM CaCl_2_, 2 mM MgCl_2_, 10 mM HEPES, 2 mM Na_2_ATP, 0.5 mM NaGTP. The osmolarity of the pipette solution was adjusted to 285–295 mOsm and the pH to 7.35–7.4 with CsOH and E_Cl_^−^ was −70 mV calculated from the Nernst equation. Whole-cell voltage clamp recordings of miniature (m) IPSCs were obtained from the granule cells in the dentate gyrus of right hippocampus at a holding potential (V_h_) of +20 mV in the presence of 1 μM tetrodotoxin (TTX, Ascent Scientific) without application of glutamate receptor blocking agents^60^. Miniature (m) EPSCs were recorded from the granule cells at *V*_h_ = −70 mV, the estimated E_Cl_^−^ with the Cs-gluconate internal solution^60^. All recordings were made with a Multiclamp 700 A amplifier, sampled at 10 kHz, filtered at 4 kHz with a Digidata 1320 A digitizer, and analyzed using Clampfit 9.0 (Molecular Devices, Sunnyvalle, CA), Mini Analysis (Synaptosoft, Decatur, GA), and Prism (GraphPad software). Only recordings with a stable access resistance <20 MΩ that varied <15% during the recording were accepted for analysis. One or two neurons were recorded per slice, and no more than three slices were used per mouse.

### Tissue collection and sectioning

After isoflurane anesthesia, transcardial perfusion (Harvard Apparatus p-70, Holliston, MA) was performed with a 0.15 M NaCl solution was followed by fixation in 4% paraformaldehyde (Aldrich Chemistry, Darmstadt, Germany). The brains were then extracted and post-fixed in 4% paraformaldehyde for 4 h. After fixation, the brains were transferred into a 30% sucrose solution, and then stored at 4 °C until sectioning. The brain tissue slices used for immunohistochemistry were sectioned at 30 µm, and then stored in a cryo-protective solution (PBS, 20 g PVP-40, 600 ml ethylene glycol, 600 g sucrose) at −20 °C.

### Immunohistochemistry

The immunohistochemical analyses were performed as described in ref. ^61^. In brief, brain sections were rinsed 5 times in PBS (Sigma-Aldrich P5368-10pak) for 5 min, and then blocked in 10% normal donkey serum and 0.3% Triton X-100 in PBS to minimize nonspecific binding. The sections were then incubated with the primary antibodies (Supplementary Table 4) in the blocking solution for 48 h at 4 °C. The sections were then rinsed in PBS and incubated with a corresponding secondary antibody for 4 h. After the last rinse, the sections were mounted, air dried overnight; and were then sealed with a cover slip in Dako Fluorescence Mounting Medium (S3023, Dako North America, Inc., Carpinteria, CA) and stored at −20 °C.

### Image capture

Images were captured and analyzed using a Leica SP8 white light pulsed laser confocal microscope and Leica LAS X Premium software at the Cell Sciences Imaging Facility at Stanford. Channels were selected and the exposure times were adjusted to optimize the images. Imaris software (Bitplane Inc., Concord, MA) was used for image capture^62^.

### Analysis of learning, memory, and exploratory behaviors

Pre-experiment habituation was performed on all mice used in the behavioral tests described below; this involved daily handling and habituation that was initiated a week before the behavioral testing began. Mice were picked up by hand, stroked and touched for approximately 2 min per session. A quick assessment was made during the last handling session; if a mouse exhibited high levels of anxiety-like behavior (incontinence, hyperactivity, etc.), 1–2 additional handling sessions were conducted before experimental testing.

### Open field test

The open field test was conducted as described^63^ using a 40 × 40 × 40 cm (l × w × h) square arena with white plastic boards. Each mouse was habituated within the procedure room for 30 min and was then placed in the center of the open field arena. The total distance traveled and duration of time in the center (~25% of total area) or edge over a period of 15 min were recorded and analyzed using Viewer III software (BIOBSERVE, Bonn, Germany). The total duration of the open field test was 15 min.

### Novel object recognition test

The novel object recognition test was conducted as described^64^ in the apparatus used for the open field tests. A test mouse was given free access to the entire chamber for a 5 min habituation period. When the training session started, two identical objects (Lego blocks or a flask filled with bedding) were placed in diagonally opposite corners of the arena (6 cm from the wall), and the test mouse was allowed to freely explore for 10 min. After 24 h, the test mouse was returned to the center of the arena and habituated for 5 min. When the testing session started, one familiar and one novel object were presented at the same positions in the arena. The test mouse was then given 10 min to explore the objects, while exploratory behaviors (sniffing, rearing against the objects, and head within 2 cm of the object) were recorded. Videos were processed using Viewer III tracking software by experienced personnel. The first 5 min of the training and testing sessions were used for analysis. The discrimination index (DI) was calculated as:

1 $$({{{{{\rm{Exploration}}}}}}\; {{{{{\rm{time}}}}}}\; {{{{{\rm{with}}}}}}\; {{{{{\rm{novel}}}}}}\; {{{{{\rm{object}}}}}}-{{{{{\rm{Exploration}}}}}}\; {{{{{\rm{time}}}}}}\; {{{{{\rm{with}}}}}}\; {{{{{\rm{familiar}}}}}}\; {{{{{\rm{object}}}}}})/ \\ \left(\right.{{{{{\rm{Exploration}}}}}}\; {{{{{\rm{time}}}}}}\; {{{{{\rm{with}}}}}}\; {{{{{\rm{novel}}}}}}\; {{{{{\rm{object}}}}}}+{{{{{\rm{Exploration}}}}}}\; {{{{{\rm{time}}}}}}\; {{{{{\rm{with}}}}}}\; {{{{{\rm{familiar}}}}}}\; {{{{{\rm{object}}}}}}$$

### Elevated plus maze test

The elevated plus maze test was conducted as described^63^ in an arena with two open arms and two closed arms that are raised 50 cm above the floor. All arms were 30 × 5 cm (l × w) with white walls (15 cm height) and floors. The test started 2 h after the end of the dark cycle. Thirty minutes after acclimation in the behavioral room, the test mouse was placed in the center of the maze and allowed to freely explore the arena. The total test duration was 5 min. The duration of time spent in exploratory behaviors, the number of entries and the distance traveled in the open and closed arms (excluding center) were analyzed using Viewer III tracking software.

### Rotarod test

Motor coordination was evaluated using methods that are described in the Standard Operating Procedures of the Jackson Laboratory Mouse Neurobehavioral Phenotyping Facility using a five-station rotarod treadmill (ENV-575M, Med Associates, St. Albans, VT). Mice were first acclimated to the behavioral room for 1 hr before testing. The testing session consisted of three trials; in each trial, the speed was increased from 4 to 40 rpm; and each trial was separated by an interval of 1 min. A trial was terminated when a mouse fell off, clung to the rod and completed full passive rotation, or after 300 s. The duration and end speed on rotarod were recorded and averaged from the last two trials for each mouse.

### Barnes maze test

Barnes maze tests were conducted as described in ref. ^65^. The experimental protocol consisted of a habituation session (day 1); 12 training sessions with 3 trials per day and a 15 min intertrial interval on days 2–5; and the testing session on day 6. During the training sessions, the mice were released into the middle of the maze, and they learned to enter the open escape hole to avoid exposure to a strong light. Three visual cues were placed at distinct positions outside of the maze to facilitate learning. The maze was cleaned with 70% ethanol thoroughly between trials to eliminate olfactory cues. Twenty-four hours after the training sessions, mice were tested in the arena for 90 s with all holes closed. The results evaluated include primary errors (errors made before reaching the escape hole), latency (the time elapsed before reaching the escape hole), track length (the total length traveled), and target hole preference (percentage of time spent adjacent to the escape hole). Their performance was recorded and analyzed using Viewer III tracking software.

### Statistics and reproducibility

Prism 9.1.0 was used for analysis of the MRI data and Prism 8.4.1 for Windows (GraphPad Software, Inc. La Jolla, CA) was used for analyzing the behavioral data. Other data were analyzed using Statistica 8.0 (TIBCO Software, Inc. Palo Alto, CA) or SPSS (IBM Corp. Released 2020. IBM SPSS Statistics for Windows, Version 27.0. Armonk, NY: IBM Corp). The CSA, FSA, and acute cocaine locomotor behavior results were assessed by ANOVA. Interactions and main effects were decomposed by simple main effects and pairwise comparisons with Sidak correction for multiple comparisons. Since CSA data tends to depart from normal distributions, all CSA data was log_10_ transformed prior to analysis. For the acute locomotor response, Barnes maze test, and novel object recognition test, the statistical significance was determined using a two-factor ANOVA with repeated measures. Stimulus (familiar vs novel) or genotype (control vs. KO) were the two factors assessed. Post-hoc analysis was conducted using a Bonferroni post-test. Exploratory behaviors were evaluated using a one-way ANOVA with Tukey’s post-test. In the figures, the significance levels are indicated by: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### snRNA-Seq analysis

The protocol used for nuclear isolation was modified from that developed by 10X Genomics. Brain tissue was obtained from age-matched adult male *Nav1* KO (*n* = 4) and C57BL/6J (*n* = 5) mice. The PFC was quickly dissected from the freshly extracted brain tissue and it was place in chilled Hibernate AB Complete (HEB) medium (BrainBits LLC, Springfield, IL) at 4 °C. Freshly dissected PFC from each group were pooled in separate 50 ml conical tubes with a minimum amount of chilled Hibernate AB Complete (HEB) medium (BrainBits LLC, Springfield, IL). Then, 5 ml of chilled lysis buffer (2 mM Tris-HCl, 2 mM NaCl, 0.6 mM MgCl_2_ and 0.02% Nonidet^TM^ P40 Substitute in nuclease-free water) was added to the tubes, which were then incubated at 4 °C for 10 min. The amount of lysis buffer and the incubation time were optimized determining the amount of buffer and incubation time that produced high-quality nuclei. After adding 5 more ml of HEB medium to the tubes, the tissues were triturated with a fire-polished silanized Pasteur pipette for 10–15 passes and then strained with 30 μm MACS strainer (Miltenyi Biotec Inc, Auburn CA). Nuclei were pelleted by centrifugation at 500 × *g* for 5 min at 4 °C and were then resuspended in a chilled PBS with 1% BSA (Invitrogen AM2618, Thermo Fisher Scientific, Pittsburgh PA) wash buffer with 0.2 U/ul RNase inhibitor (#3335402001, Millipore Sigma, Darmstadt Germany). The nuclei were pelleted and resuspended twice, strained using a 30 μm MACS strainer, and then centrifuged and resuspended in a chilled wash buffer. Mouse anti-NeuN antibody (MAB377, Millipore Sigma, Darmstadt Germany) was added at a 1:500 dilution, and the samples were incubated for 40 min at 4 °C. Samples were then centrifuged at 400 × *g* for 5 min at 4 °C and the pelleted nuclei were resuspended with chilled wash buffer. Alexa 647 chicken anti-mouse antibody (A21463, Life technologies, Pittsburgh PA) was added to the preparations at a 1:500 dilution and the samples were incubated for 40 min at 4 °C. After incubation, nuclei were pelleted and resuspended, and Hoechst 33342 (Invitrogen H3570, Thermo Fisher Scientific, Pittsburgh PA) was added to a final concentration of 0.25 μg/ml.

Single nuclei sorting was conducted using a 6-laser BD Influx sorter (BD Biosciences, San Jose CA) with a 100-um nozzle in the Stanford Shared FACS Facility. Various control samples (unstained, Hochest33342^+^ or NeuN^+^) were examined to optimize the gating strategy. Nuclei were gated based on size, scatter properties and staining for Hoechst and NeuN. To ensure that we were able to analyze different types of cells, ~60% of the sorted nuclei were collected as NeuN^+^ and 40% were NeuN^-^. Single nuclei were sorted into collecting tubes and then visually inspected under a microscope for quality control; they were then pelleted and resuspended to produce a solution with 600 nuclei/ul in the final volume. Single nuclei were then captured in droplets with barcodes using the 10x Genomics Chromium system and cDNA libraries were produced using Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 (10x Genomics, Pleasanton, CA) according to the manufacturer’s instructions. The *Nav1* KO and C57BL/6J samples were sequenced on the NovaSeq platform (Illumina, San Diego CA).

FASTQ files with the snRNA-Seq data were processed using Cell Ranger software (v6.0.0) and the *cellranger count* pipeline to generate a filtered feature-barcode matrix (the gene expression matrix). The reads within the C57BL/6J and *Nav1* KO FASTQ files were aligned using the Cell Ranger built-in mouse reference (mm10). 

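The C57BL/6J matrix has 15402 barcodes with 23445 genes detected and a total of 39757390 counts, and the *Nav1* KO matrix has 14623 barcodes with 23737 genes detected and 52124992 counts.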

Two gene expression matrices were produced: 23445 features × 15402 cells for C57BL/6; and 23737 features × 14623 cells for *Nav1* KO. The C57BL/6 J and *Nav1* KO gene expression matrices were then analyzed using the R/Seurat (v4.0.1) package. Low-quality cells with unique gene counts <200 and >10% mitochondrial counts were filtered out. The high-quality C57BL/6J (20955 features × 14,630 cells) and *Nav1* KO (21,310 features × 14,056 cells) matrices were merged into one Seurat object (21,892 features × 28,686 cells) that was used for subsequent analyses (data normalization, variable feature identification, dimensional reduction, etc.).

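Fewer than 200 genes were found in 2 C57BL/6J nuclei and 1 *Nav1* KO nucleus, and 772 and 567 nuclei, these among them, had 10% or more mitochondrial counts. The filters left 14630 C57BL/6J and 14056 *Nav1* KO nuclei. Genes found in at least 3 nuclei before these filters numbered 20955 and 21310, and their union 21892. The kept nuclei hold 38704723 counts in C57BL/6J and 50965774 in *Nav1* KO.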

The gene counts for each cell within the global matrix was normalized by dividing it by the total counts in that nucleus; and this number was multiplied by 10,000 and were then natural log transformed to become the normalized values. We also identified 2000 variable features, which exhibited high cell-to-cell variability in the matrix. The matrix was then further scaled for linear dimensional reduction purposes. For the scaled gene expression matrix, the mean expression of a gene across different cells is set to 0 and the variance is set to 1. Principal component analysis (PCA) was performed on the scaled data, and the first 10 PCs were chosen to represent the dimensionality of the global matrix. The default K-nearest neighbor (KNN) graph-based method and Louvain algorithm for single-cell clustering was used; and the resolution parameter was set to 0.3. 

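Cluster 0 had the most nuclei (5189), closely followed by cluster 1 (5132). Cluster 12 had the fewest (118) and cluster 13 had 244.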

In total, 14 clusters (cluster 0 to 13) were classified; and of these, cluster 0 contained the most cells while cluster 13 contained the fewest. To visualize the cells in low-dimensional space (to aid interpretation), the non-linear dimensional reduction program (UMAP)^66^ was performed using the first 10 PCs.

The differentially expressed genes (DEG) for each cluster were detected using a minimum percentage of 0.25 in either of the two clusters and an average log_2_ fold-change (FC) ≥ 0.25. Cell type-specific canonical markers were used to determine the cell type identity of the 14 clusters. Non-neuron cells were assigned as follows: Astrocyte (*Gja1, Aqp4*), Microglia (*C1qa*), and Oligodendrocyte (*Apsa, Mbp*). 

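*Aqp4* was highest in cluster 6 (208 CPM) and *Mbp* in cluster 7 (1029 CPM), and *C1qa* was at 1656 CPM in cluster 12 and at 59.0 CPM or less in every other cluster. *Gja1* was at 425 CPM in cluster 13, 289 CPM in cluster 6 and 284 CPM in cluster 11. *Aspa* was at 369 CPM in cluster 13 and 123 CPM in cluster 7, and in C57BL/6J, where cluster 13 had 3 counts of it, it was highest in cluster 7, at 165 CPM. Cluster 13 was led by *Fabp7* (1081 CPM) and held *Apod* at 4068 CPM.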

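*Flt1* (ENSMUSG00000029648, chr5 147561604–147726011, minus strand) was at 217 CPM (196–240) in cluster 9, where it was among the 10 leading genes by fold, and at 56.4 CPM or less elsewhere. *Cldn5* (ENSMUSG00000041378, chr16 18776847–18778262, plus strand) was at 239 CPM (190–297) in cluster 13 and 147 CPM (130–166) in cluster 9. *Nostrin* was highest in cluster 9 at 10.6 CPM (6.36–16.5). At 1000 UMIs *Flt1* was found in 12.5% of the nuclei in cluster 9 and 0.038% in cluster 5, and unthinned in 15.9% and 0.790%, at medians of 1144 and 4494 UMIs.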

Of note, no endothelial cell markers (*Flt1, Cldn5, Nostrin*) were highly expressed in any of 14 clusters. 

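*Thsd7a* was at 371 CPM in cluster 10, 237 CPM in cluster 8 and 131 CPM in cluster 3. *Slc32a1* was at 240 CPM in cluster 3, 145 CPM in cluster 8 and 64.9 CPM in cluster 5. *Meis2* was highest in cluster 8 at 1224 CPM and cluster 3 at 1001 CPM, and was at 653 CPM in cluster 7, 625 CPM in cluster 6 and 624 CPM in cluster 5. The level in cluster 3 came mostly from the *Nav1* KO library, where *Meis2* was at 1434 CPM in cluster 3 and 1297 CPM in cluster 8. In C57BL/6J *Meis2* was at 283 CPM in cluster 3, below cluster 8 (1193 CPM), cluster 5 (515 CPM), cluster 6 (496 CPM), cluster 7 (429 CPM) and cluster 2 (362 CPM).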

The type of neuronal cells was determined by whether they expressed mRNA markers for excitatory (*Slc17a7, Tshz2, Thsd7a*) or inhibitory (*Gad1, Gad2, Slc32a1, Meis2*) neuronal markers. To verify the cell type assignments, our C57BL/6J gene expression matrix was compared with that of a published reference (GSE124952)^32^ data set for PFC cells obtained from saline control C57BL/6J mice, which generated an expression matrix with 20718 features × 11886 cells. The canonical correlation analysis (CCA) between this reference and our C57BL/6J dataset was used to remove batch effects before matrix integration. We then projected the reference single cells with their cell type labels onto the UMAP plot for comparison with our C57BL/6J dataset.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

All raw single cell RNA-seq data and the processed data were deposited in the Gene Expression Omnibus (GEO): GSE216957. SNP allele data is also available at the Mouse Phenome Database (GenomeMUSter https://mpd.jax.org/genotypes). The raw data for Figs. 1a, d, and 2, 3 are available in Supplementary Data 1.

# Supplementary material for: Neuron Navigator 1 (Nav1) regulates the response to cocaine in mice
**Source:** Commun Biol. 2023 Oct 18;6:1053. doi: 10.1038/s42003-023-05430-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

***Neuron Navigator 1 (Nav1)* Regulates  
the Response to Cocaine in Mice**

| Genotype          | Average Age (wks) | Max Age (wks) | Min Age (wks) | n  |
|-------------------|-------------------|---------------|---------------|----|
| CSA               |                   |               |               |    |
| Het               | 16.2              | 33.1          | 10.1          | 41 |
| KO                | 16.2              | 32.4          | 9.3           | 44 |
| Wt                | 16.3              | 32.4          | 9.3           | 46 |
| FSA               |                   |               |               |    |
| Het               | 15.6              | 17.6          | 14.7          | 11 |
| KO                | 15.8              | 17.9          | 14.7          | 11 |
| Wt                | 14.4              | 17.6          | 10.3          | 11 |
| Cocaine Locomotor |                   |               |               |    |
| Het               | 14.2              | 25.1          | 9.3           | 12 |
| KO                | 14.7              | 25.1          | 8.7           | 12 |
| Wt                | 14.3              | 21.4          | 9.4           | 11 |

**Supplementary Table 1.** The average ages of the wildtype, het and *Nav1* KO mice used in the CSA, FSA and cocaine locomotor tests.

| Gene               | HBCGM p-value         | PS p-value  |
|--------------------|-----------------------|-------------|
| <i>Tnni1</i>       | $1.3 \times 10^{-06}$ | 0.16        |
| <i>Etnk2</i>       | $1.8 \times 10^{-06}$ | 0.0032      |
| <b><i>Nav1</i></b> | $3.4 \times 10^{-06}$ | <b>0.26</b> |
| <i>Ipo9</i>        | $4.2 \times 10^{-06}$ | 0.040       |
| <i>Sh3pxd2a</i>    | $5.1 \times 10^{-06}$ | 0.11        |
| <i>Cntn2</i>       | $8.5 \times 10^{-06}$ | 0.49        |
| <i>Chi3l1</i>      | $1.2 \times 10^{-05}$ | 0.13        |

**Supplementary Table 2.** The results of association tests for population structure (PS) that were performed on haplotype blocks within the indicated genes are shown. Because of ancestral relationships among the inbred strains, a GWAS using inbred strains can generate false positive genetic associations because commonly inherited genomic regions could randomly correlate with phenotypic trait values. Therefore, PS association tests were performed for the indicated candidate genes to determine if the strain groupings within the haplotype blocks could result from commonly inherited genomic segments (based upon the overall similarity of shared alleles in their genomes) using the method described in <sup>1</sup>. A PS p-value >0.05 indicates that the alleles within the haplotype block for the indicated gene do not reflect population structure. The p-value for the genetic association with the CSA data, which was calculated by the HBCGM program, is also shown for each haplotype block.

**Supplementary Table 3.** Synonymous and nonsynonymous SNPs within the coding sequence of *Nav1*. The nucleotide position, the affected amino acid, and the C57BL/6 and the alternative (ALT) amino acids are shown for each SNP. The three cSNPs are highlighted in bold.

| <u>Chr</u> | <u>Genomic Pos</u> | <u>Amino Acid</u> | <u>C57BL/6</u> | <u>ALT</u> |
|------------|--------------------|-------------------|----------------|------------|
| 1          | 135584853          | 156               | S              | S          |
| 1          | 135584727          | <b>198</b>        | <b>D</b>       | <b>E</b>   |
| 1          | 135532666          | 306               | S              | S          |
| 1          | 135532552          | 344               | G              | G          |
| 1          | 135532354          | 410               | T              | T          |
| 1          | 135472430          | 467               | S              | S          |
| 1          | 135471052          | 597               | S              | S          |
| 1          | 135470854          | 663               | L              | L          |
| 1          | 135470761          | 694               | R              | R          |
| 1          | 135470033          | 799               | S              | S          |
| 1          | 135469724          | 902               | S              | S          |
| 1          | 135469698          | <b>911</b>        | <b>A</b>       | <b>V</b>   |
| 1          | 135454498          | 1319              | S              | S          |
| 1          | 135454067          | <b>1366</b>       | <b>P</b>       | <b>L</b>   |
| 1          | 135450851          | 1567              | D              | D          |
| 1          | 135450848          | 1568              | L              | L          |
| 1          | 135450076          | 1618              | S              | S          |
| 1          | 135450064          | 1622              | E              | E          |
| 1          | 135449968          | 1654              | L              | L          |
| 1          | 135449036          | 1683              | F              | F          |
| 1          | 135448967          | 1706              | I              | I          |
| 1          | 135448937          | 1716              | G              | G          |
| 1          | 135441768          | 1788              | L              | L          |

| <b>Primary Antibody</b> | <b>Cat #</b> | <b>Vendor</b>    | <b>Dilution</b> |
|-------------------------|--------------|------------------|-----------------|
| guinea pig anti-vGlut1  | 135304       | Synaptic Systems | 1/1000          |
| rabbit anti-PSD95       | 51-6900      | Invitrogen       | 7/1000          |
| guinea pig anti-vGat    | 131004       | Synaptic Systems | 1/1000          |
| mouse anti-gephyrin     | 147021       | Synaptic Systems | 1/400           |
| rabbit anti-MAP2        | AB5622       | millipore        | 1/1000          |
| Mouse anti-tubulin      | 801201       | BioLegend        | 1/1000          |

**Supplementary Table 4.** The primary antibodies used for immunohistochemistry, their source and the dilution used in an experiment are shown.

|                       |                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------|
| RT_Nav1_wt<br>_woLNA  | Ttgctggaaagcagttcgtc                                                                              |
| RT_Nav1_De<br>I_woLNA | Tctgtcggagatccagaacg                                                                              |
| Nav1wt                | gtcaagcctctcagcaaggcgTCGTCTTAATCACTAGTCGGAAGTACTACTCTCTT<br>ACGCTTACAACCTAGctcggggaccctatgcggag   |
| Nav1-178              | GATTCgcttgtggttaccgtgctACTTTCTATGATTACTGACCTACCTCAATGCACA<br>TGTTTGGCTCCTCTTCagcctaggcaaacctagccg |
| DP-5                  | /5Cy5/AGTCGGAAGTACTACTCTCT                                                                        |
| DP-2                  | /56-FAM/CCTCAATGCACATGTTTGGCTCC                                                                   |

**Supplementary Table 5.** The oligonucleotide probes used for smFISH analysis are shown.

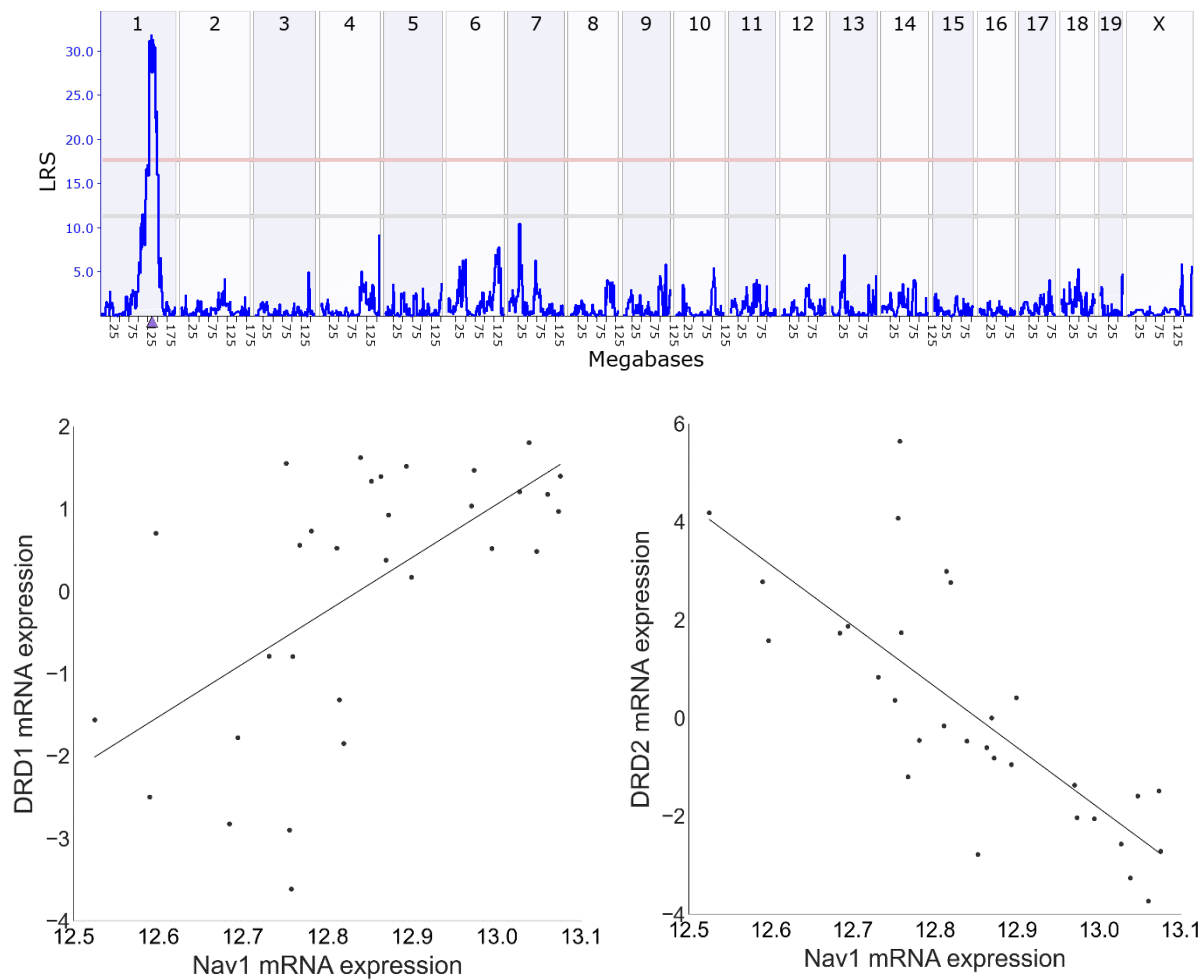

**Supplementary Figure 1.** Evidence supporting *Nav1* as a candidate gene for CSA. **(a)** The level of striatal *Nav1* mRNA expression in adult BXD mice (genenetwork.org; record ID ILM6620129) is controlled by cis-acting alleles within the *Nav1* locus (Chr 1 135.4 MB). The red horizontal line indicates the genome-wide significance threshold for an LRS/LOD score as determined by permutation analysis. **(b,c)** The *Nav1* eQTL was evaluated for genetically correlated phenotypes measured in the BXD database (genenetwork.org). The level of correlation of *Nav1* mRNA expression with the entire database of BXD phenotypes was evaluated. *Nav1* mRNA expression was most highly correlated (inverse) with the level of striatal *dopamine receptor D2* (*Drd2*) mRNA expression (record ID: 15186;  $r=-.78$ ;  $p=4.23 \times 10^{-8}$ ). The *Drd2* mRNA correlation is quite specific because striatal *Drd1* mRNA expression is positively associated (record ID: 15186;  $r=.61$ ;  $p=1.81 \times 10^{-4}$ ) with the level of *Nav1* mRNA expression.

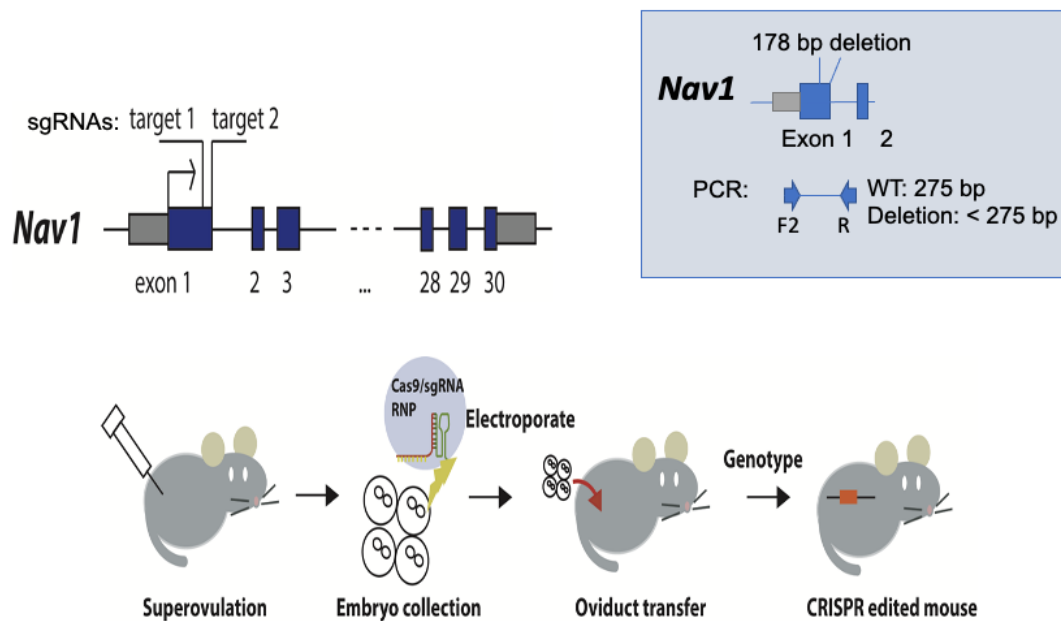

**Supplementary Figure 2.** CRISPR-mediated genome engineering was used to produce *Nav1* knockout mice. C57BL/6 female mice were super-ovulated by intraperitoneal injection of pregnant mare serum gonadotropin and human chorionic gonadotropin. These mice were paired with C57BL/6 males to generate fertile embryos, and pronucleus stage embryos were collected. Then, Cas9, and the two sgRNAs (shown above) were electroporated into embryos. These sgRNAs were designed to delete a 178 bp region at the end of exon 1 in *Nav1*, and it also introduced an early stop codon into exon 1. Healthy embryos were then transferred into the oviducts of pseudo-pregnant recipient females. Genomic DNA from the resulting pups is screened by PCR amplification using the strategy shown in the colored box. While an intact *Nav1* gene will produce a 275 bp amplicon, genomic DNA from an engineered mouse will generate a shorter amplicon that is diagnostic of a deletion. Mice with a heterozygous *Nav1* KO were then bred to produce homozygous *Nav1* KO mice.

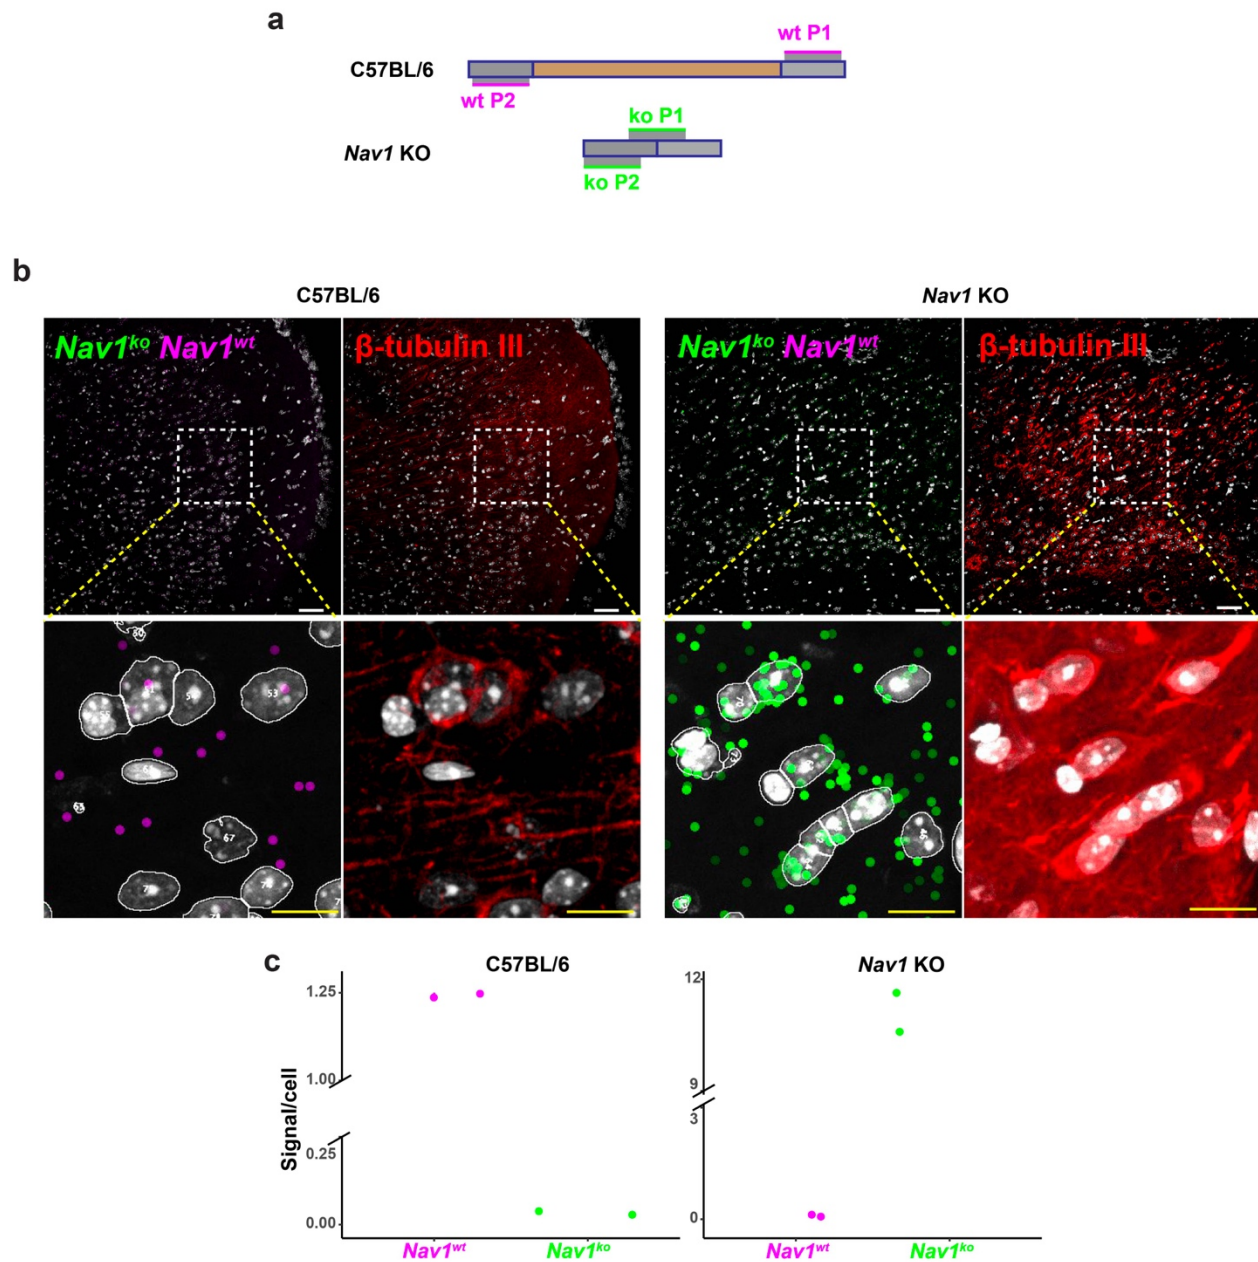

**Supplementary Figure 3.** *Nav1* mRNA is not expressed in *Nav1* KO mice. **(a)** An illustration of the genomic regions within Exon 1 of *Nav1* recognized by the padlock probes that are specific for wildtype *Nav1* or *Nav1* KO mRNA<sup>2</sup>. The gray boxes represent the 5' and 3' regions of exon 1 and the brown box represents the -178 bp deletion that is introduced into exon 1 to produce the *Nav1* KO. The wildtype *Nav1* probe (*Nav1* wt) binds to sites (wtP1, wtP2) present in the wildtype *Nav1* allele; while the *Nav1* KO probe binds to adjacent regions around the 178 bp deletion (koP1, koP2), which are specific for the *Nav1* KO allele. **(b)** sm-FISH images obtained using the *Nav1* and *Nav1* KO probes on coronal sections of prefrontal cortex (PFC) tissue

obtained from C57BL/6 and *Nav1* KO mice. The sections were also stained with anti- $\beta$ -tubulin ( $\beta$ -Tubulin III) antibodies to identify neurons. The top panels show low power images; and the bottom panels are high power images of the boxed region shown in the top row. The scale bars are 50  $\mu$ m in the upper images, and 10  $\mu$ m in the lower images. The staining pattern indicates that wild type *Nav1* mRNA is expressed in the PFC of C57BL/6 but not in *Nav1* KO mice, while the *Nav1* KO transcript is exclusively expressed in *Nav1* KO mice. **(c)** The single molecule counts generated for each padlock probe in the C57BL/6 and *Nav1* KO brain sections are shown. Each group has 2 independent measurements.

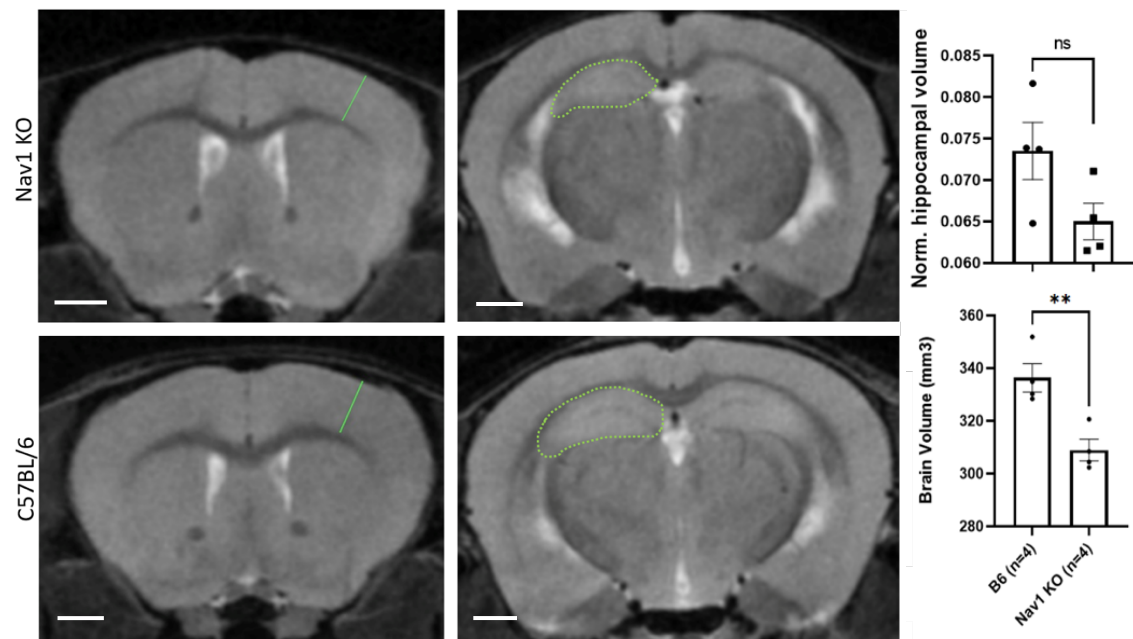

**Supplementary Figure 4.** MRI scans of coronal sections of *Nav1* KO and age-matched isogenic C57BL/6 mice that were obtained with a Bruker 7-T MRI. The cortical thickness (solid line) and hippocampal volume (dotted line) measurements were generated as indicated in the images. In the adjacent graphs, each bar is the average  $\pm$  SEM measurements made on *Nav1* KO and C57BL/6 ( $n=4$  per group) mice. *Nav1* KO mice have a slightly smaller overall brain volume than C57BL/6 mice ( $p=0.007$ ). However, after normalization relative to brain volume, there was not a significant difference ( $p=0.08$ ) between the hippocampal volumes of C57BL/6 and *Nav1* KO mice. (White scale bar: 1 mm).

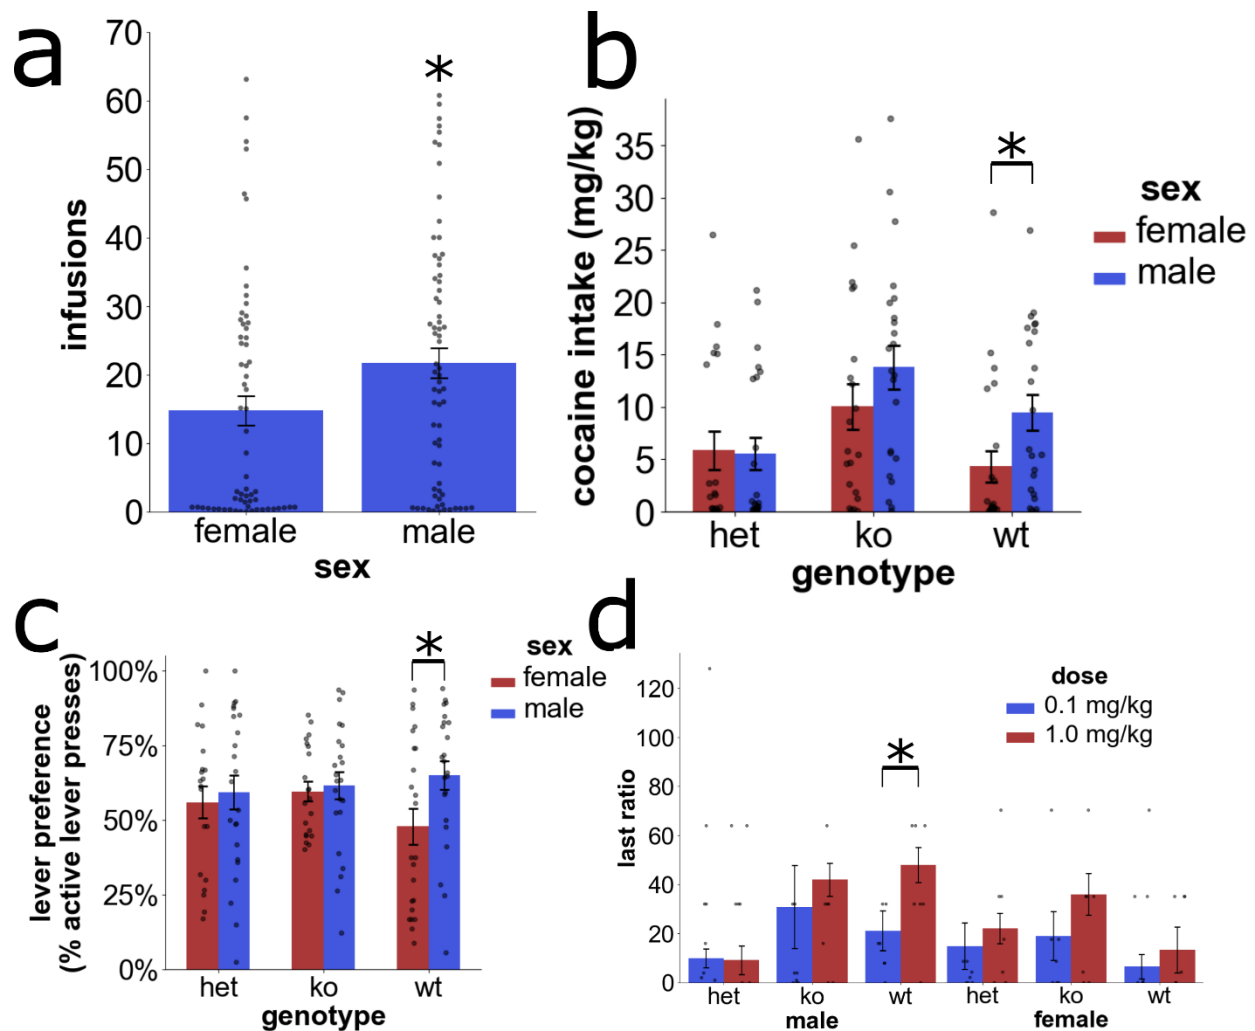

**Supplementary Figure 5.** Sex effects for cocaine self-administration (\* =  $p < 0.05$ ). (a) There was a main effect of sex on the infusions earned across 10 CSA sessions, and male mice earned more infusions. Each dot is the average number of infusions earned by one mouse of over the 10 sessions. (b) A genotype by sex interaction for cocaine intake was driven by wildtype males consuming more cocaine than females. (c) A genotype by sex interaction for lever preference was driven by wildtype males displaying a higher preference relative to females. (d) A genotype by sex by dose interaction for last ratio achieved in progressive ratio testing was driven by wildtype males earning more of the 1 mg/kg dose relative to 0.1 mg/kg. The error bars show the SD in each of the panels.

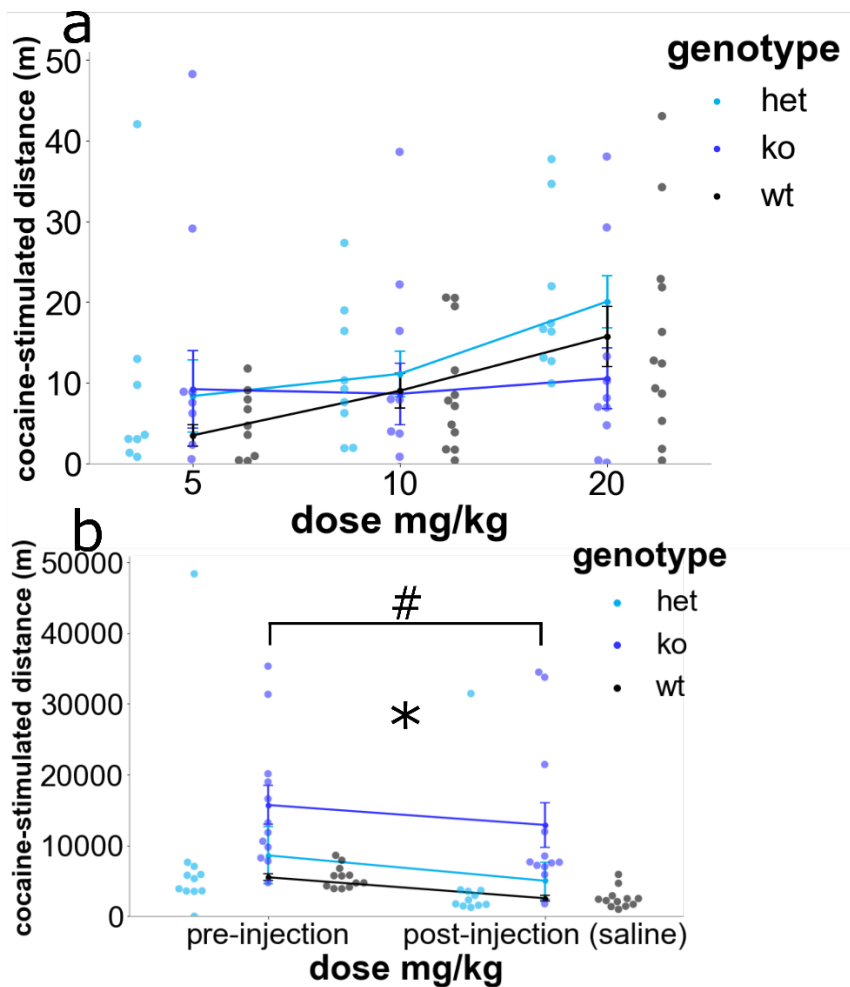

**Supplementary Figure 6.** The *Nav1* KO effect on the acute locomotor response to cocaine. **(a)** Acute locomotor response to cocaine injection in all 3 genotypes of the *Nav1* KO mice. The distance traveled differed across dose ( $p < 0.05$ ). However, no significant differences were detected between the mice with the three genotypes in either 30 min bins or when the data was combined ( $p > 0.05$ ) (the graph depicts the full hour). **(b)** To determine if there were basal differences in locomotor activity and potential genotype-saline injection interactions, we compared the distances traveled during the pre-injection period for the 1<sup>st</sup> saline session with the post-injection period (of the same time length). There was a main effect of genotype (\*  $p < 0.05$ ); *Nav1* KO mice traveled a greater distance than Wt and HET mice in both the pre-injection and post injection periods. We found that there was a main effect of injection (#  $p < 0.05$ ): mice of all genotypes traveled less in the post-injection period. The error bars show the SD in each of the panels.

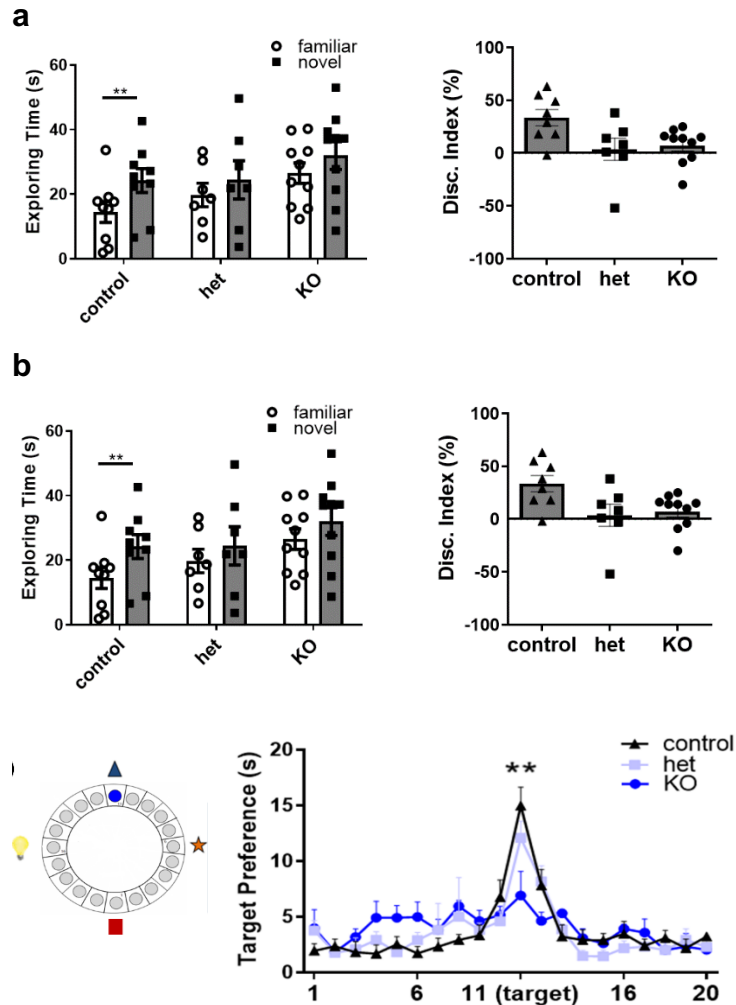

**Supplementary Figure 7.** Nav1 KO mice have disrupted novel object recognition and spatial learning abilities. **(a)** The novel object recognition test evaluates their preference for exploring a novel or familiar object. The left graph compares the time spent exploring a novel or familiar object (\*\*,  $p < 0.01$ ). In the right graph, the discrimination index is calculated as the percentage of time spent with (novel – familiar object)/ total exploration time. Each bar represents the mean  $\pm$  SEM for measurements made on 9 C57BL/6J (control), 7 HET, and 10 *Nav1* KO mice. Control mice spent more time with the novel object (\*\*,  $p < 0.01$ ), while HET and homozygous *Nav1* KO mice did not. **(b)** The Barnes Maze test evaluates spatial learning and memory abilities. A schematic diagram indicates how the ability of a mouse to correctly identify a target escape hole (shown in blue) with the aid of visual cues that are shown outside the circle. The graph shows the time spent at the target hole  $\pm$  SEM during a 90 second test session, which

was measured after 12 training sessions. The *Nav1* KO mice had a significantly reduced ability (\*\*  $p < 0.01$ ) to correctly identify the target hole. Each data point is the average of measurements made on 6 control, 7 HET *Nav1*, and 4 homozygous *Nav1* KO mice.

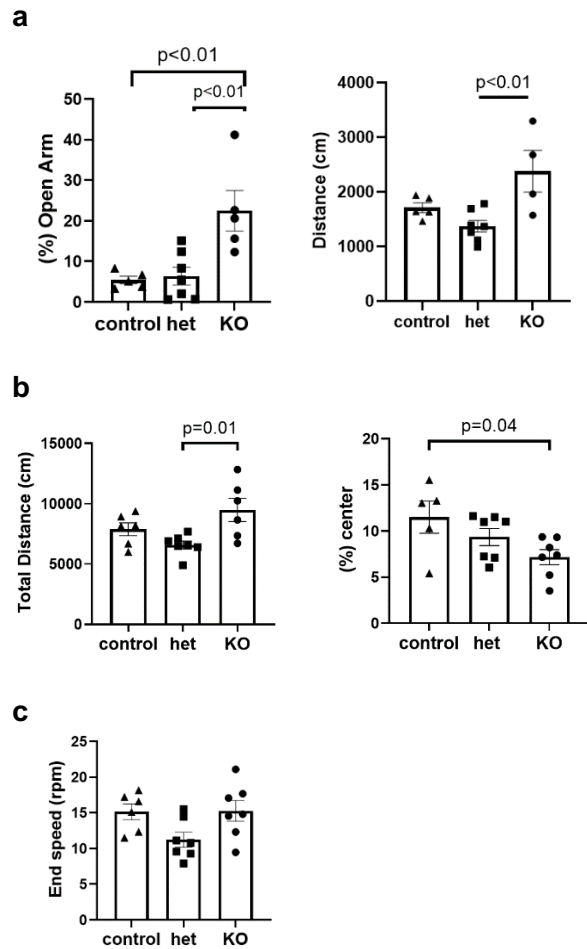

**Supplementary Figure 8.** *Nav1* KO mice have increased basal locomotory activity, altered exploratory behavior, and normal motor coordination. **(a)** The exploratory (**left**) and locomotor activities (**right**) of C57BL/6 (control), het *Nav1* KO and homozygous *Nav1* KO mice were measured in the elevated plus maze test. **(b)** In the open field test, *Nav1* KO mice travel a greater distance but spend less time in the center than control mice. **(c)** In the rotorod test, the motor coordination of *Nav1* KO mice is like that of control mice ( $p > 0.99$ ). In these graphs, the bars are the mean  $\pm$  SEM of measurements made on 5 – 7 mice per group. The p-values where there were significant differences between groups of mice are indicated above the graphs.

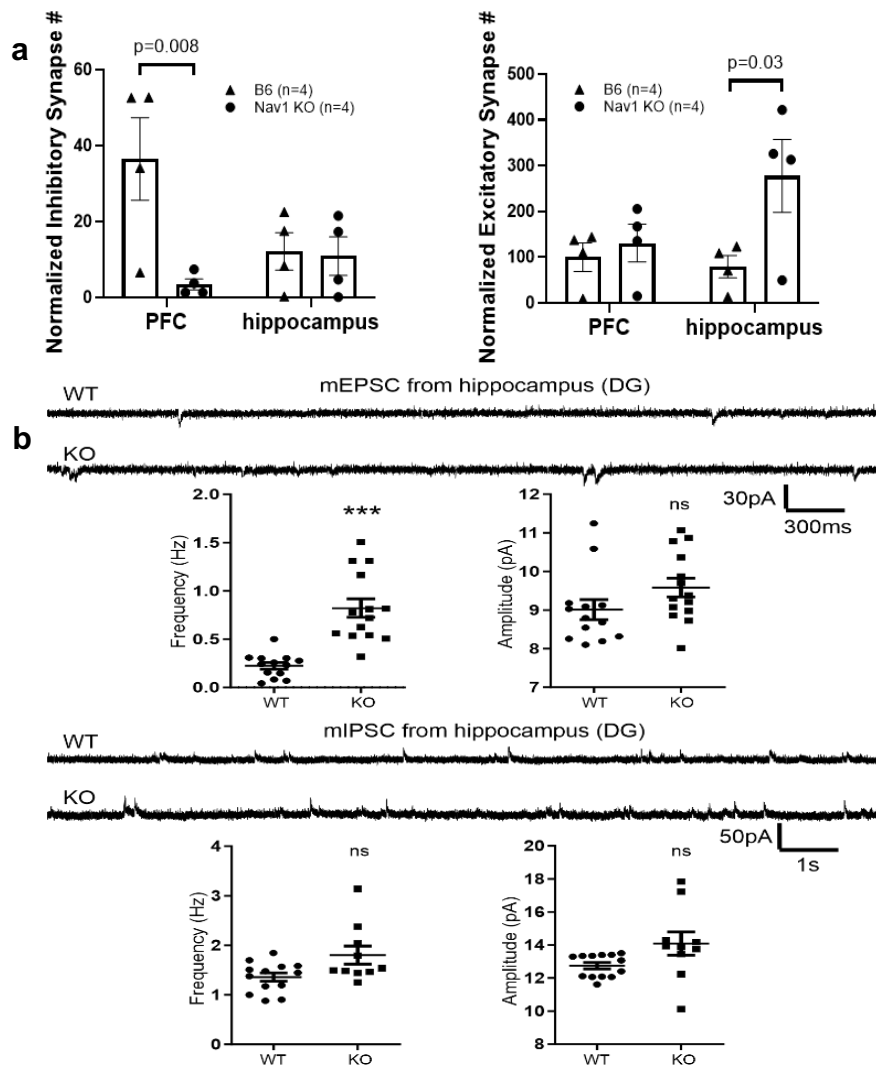

**Supplementary Figure 9.** The *Nav1* KO alters the excitatory and inhibitory balance in the PFC and hippocampus and increases excitatory synaptic transmission in the hippocampus. **(a)** Excitatory and inhibitory synapse formation in *Nav1* KO mice is disrupted. Brain slices prepared from hippocampal and PFC of *Nav1* KO mice were immunostained with antibodies to inhibitory presynaptic (vGat) and post-synaptic (gephyrin) marker proteins; or with antibodies to excitatory presynaptic (vGlut1) and post-synaptic (PSD95) marker proteins. Each bar is the average  $\pm$  SEM of the number of inhibitory or excitatory synapses measured in PFC or hippocampal slices generated from four isogenic C57BL/6J or *Nav1* KO mice. Inhibitory synapse density in the PFC was significantly decreased ( $p=0.008$ ) while the excitatory synapse density in the hippocampus was increased ( $p=0.03$ ) in *Nav1* KO mice. **(b)** Excitatory synaptic

transmission in the dentate gyrus of the hippocampus of *Nav1* KO mice is increased. Representative traces of mEPSCs (Top) or mIPSCs (Bottom) recorded from granule cells in the dentate gyrus of the hippocampus of C57BL/6J (WT) and *Nav1* KO mice. The graphs show a significant increase in mEPSC frequency in granule cells of *Nav1* KO (vs. wildtype) mice, but not in their amplitude. In contrast, there was no significant difference in mIPSC frequency or amplitude between *Nav1* KO and WT mice. \*\*\* $P < 0.001$  by unpaired t-test. ns: not significant.

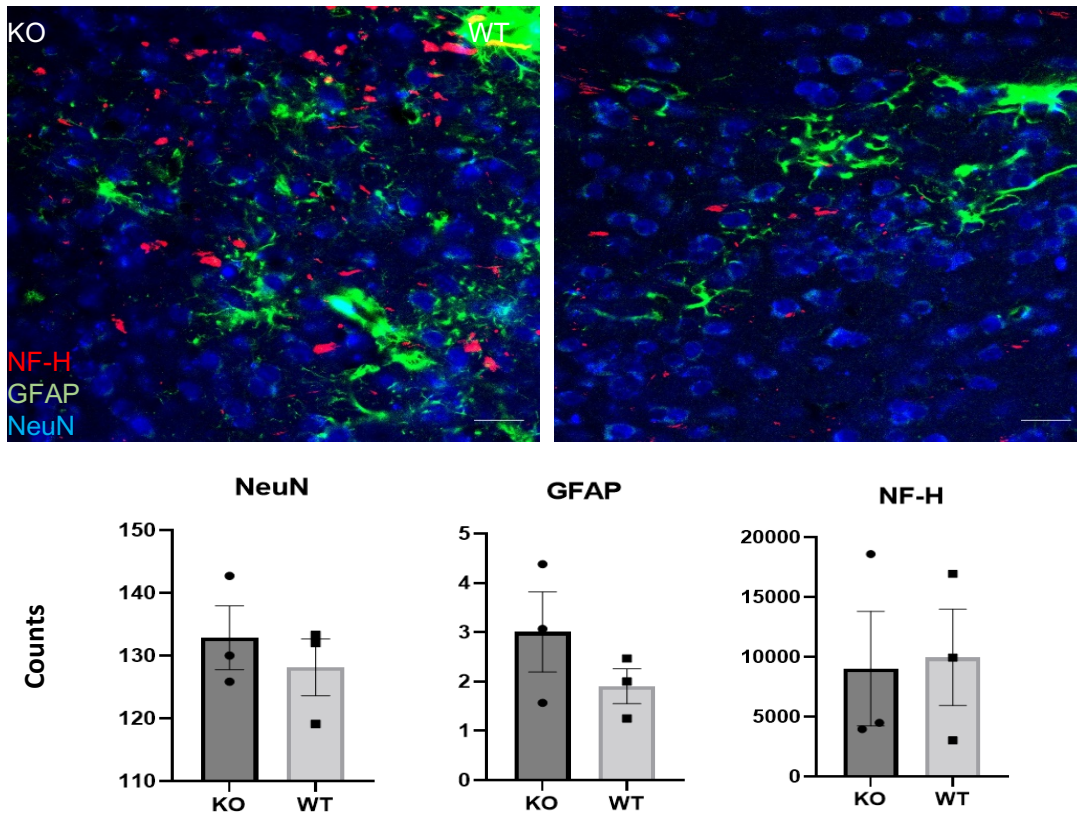

**Supplementary Figure 10.** The cells in the nucleus accumbens were not altered in *Nav1* KO mice. *Top*: Confocal images of representative sections of the nucleus accumbens that were obtained from *Nav1* KO (left) and C57BL/6 (right) mice that were stained with antibodies to neurofilament heavy chain (NF-H), glial fibrillary acidic protein (GFAP), and neuronal nuclear protein (NeuN). Scale bar: 20  $\mu$ m. *Bottom*: Immunostained sections of the nucleus accumbens were analyzed using CellProfiler software (the Broad Institute of MIT and Harvard)<sup>3</sup>. Each bar is the average  $\pm$  SEM of analyses performed on 16 projection images (produced from 2.54  $\mu$ m z-stack) of 3 animals/group. There was no significant difference in the level of expression of NeuN (p value =0.53), GFAP (p value =0.28) or NF-H (p value =0.89) in the nucleus accumbens of *Nav1* KO (vs. C57BL/6 mice).

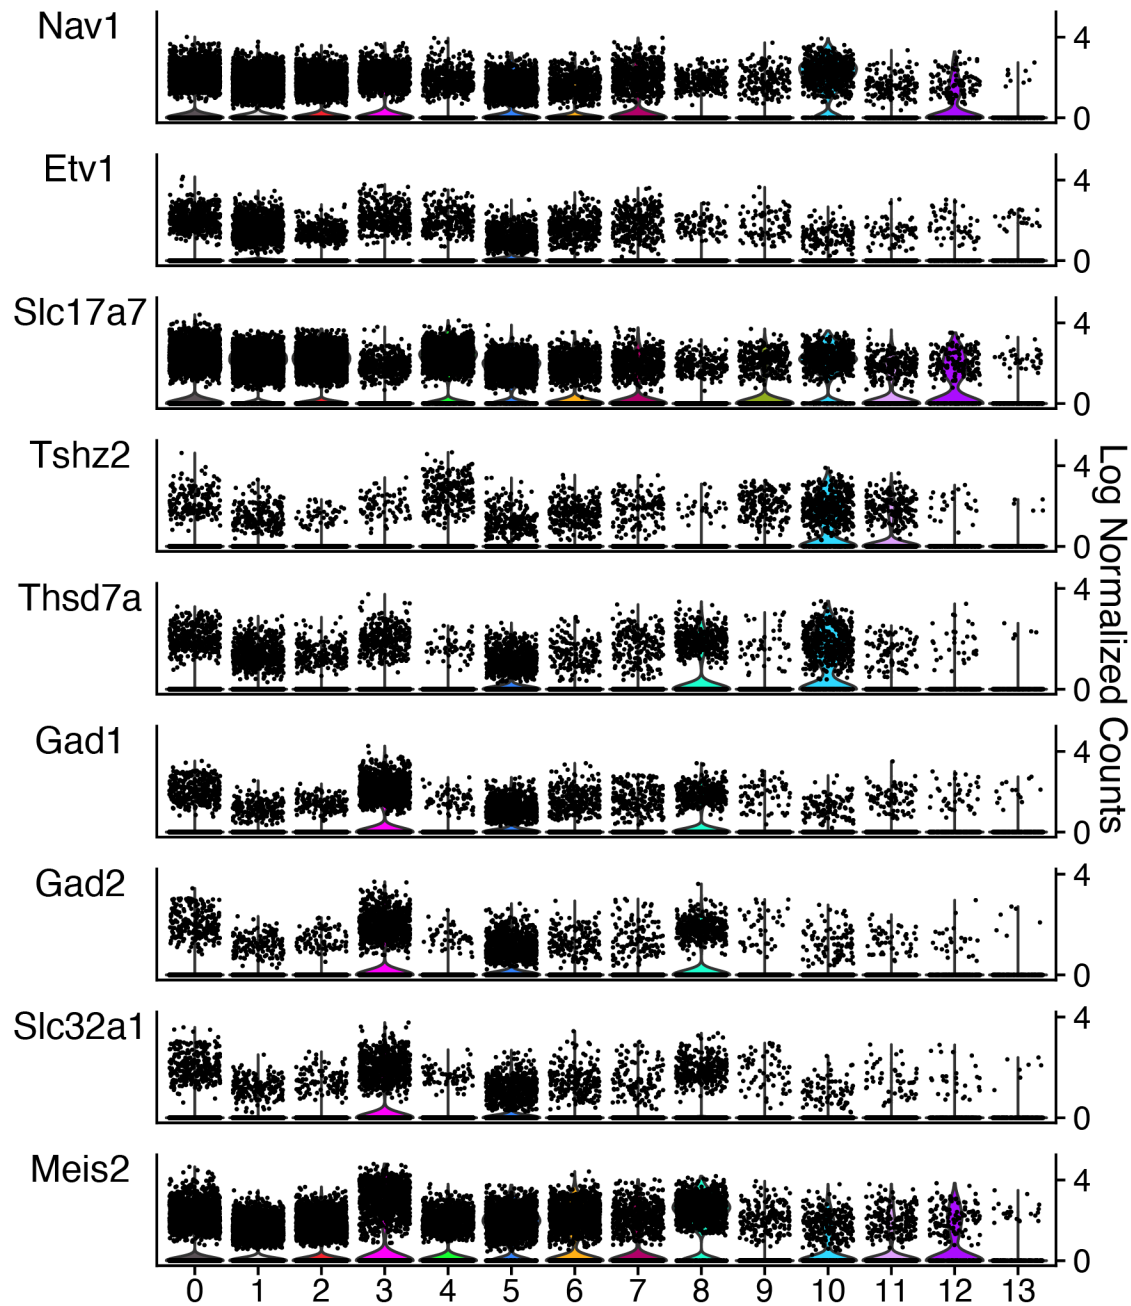

**Supplementary Figure 11.** Violin plots showing the level of expression of *Nav1*, *Etv1* and 7 neuronal marker mRNAs within 14 cell clusters identified in the PFC. The cluster number is indicated on the x-axis; and the y-axis shows the natural log transformed and normalized level of expression of each mRNA. Neuronal cluster identity was determined by expression of canonical mRNAs<sup>4</sup> for excitatory (*Slc17a7*, *Tshz2*, *Thsd7a*) and inhibitory (*Gad1*, *Gad2*, *Slc32a1*, *Meis2*) neurons. Cluster 10 was the only cluster with a

defined lineage that expressed a marker (*Tshz2*) for layer 5 cells, which are the cortical neuron whose transcriptome was altered during cocaine withdrawal <sup>4</sup>. Cluster 11 identity could not be determined due to expression of mRNAs for different lineages. 

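The 10 leading genes of cluster 11 by fold included 2 meningeal fibroblast markers, *Foxd1* and *Slc47a1*, and no marker of another list. *Mbp* was at 121 CPM and *Aspa* at 99.2 CPM in this cluster.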

Cluster 5 cells uniquely expressed mRNA for a transcription factor (*Etv1*) required for habitual behavior <sup>5</sup>.

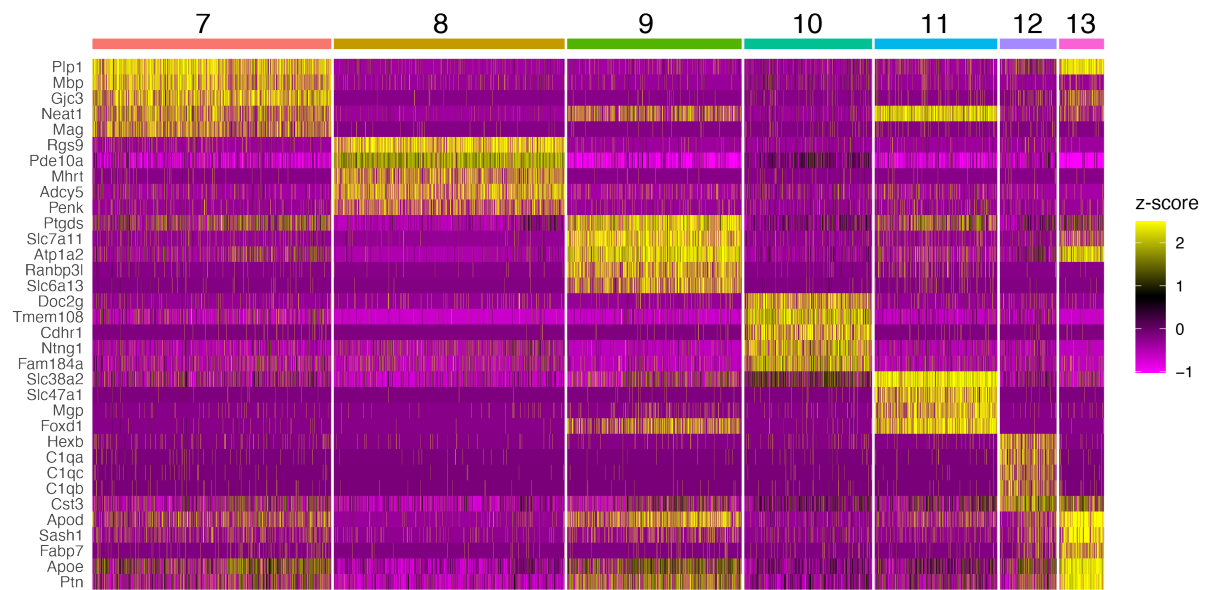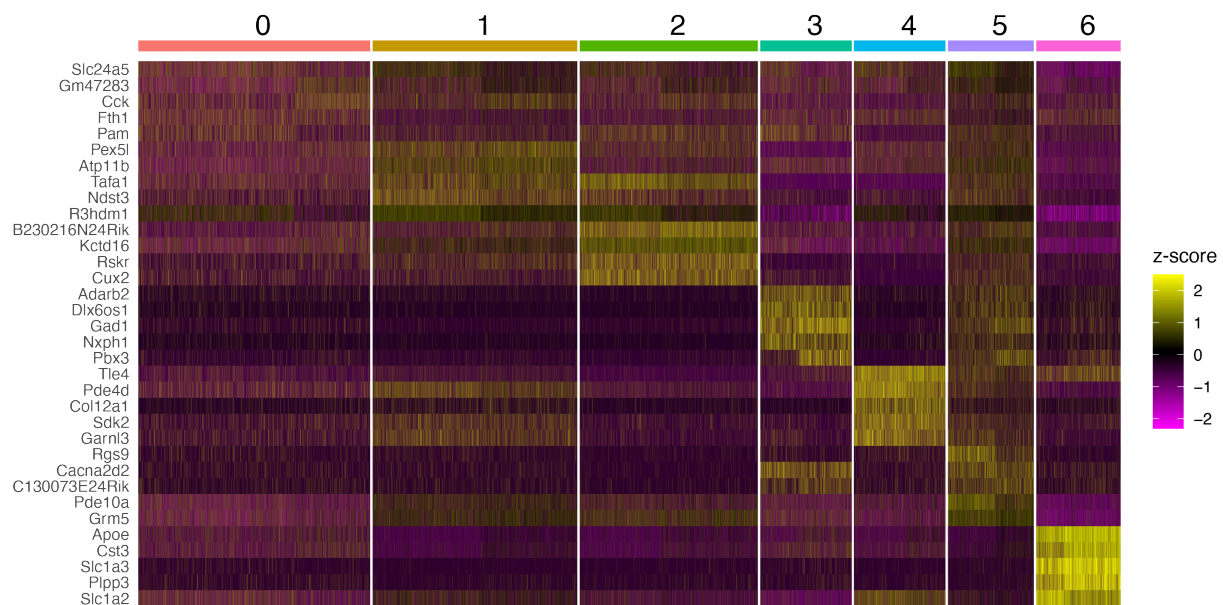

**Supplementary Figure 12.** A heat map showing the 5 most differentially expressed genes (DEG) for each of the 14 clusters identified in the analyzed PFC samples. The gene symbols are shown on the left. The expression level for each colored box in the heat map is shown on the right as the z-score of the log normalized expression counts. The DEGs have a mean  $\log_2(\text{fold-change})$  of 2.2 and a mean percentage of 0.65 in that cluster.

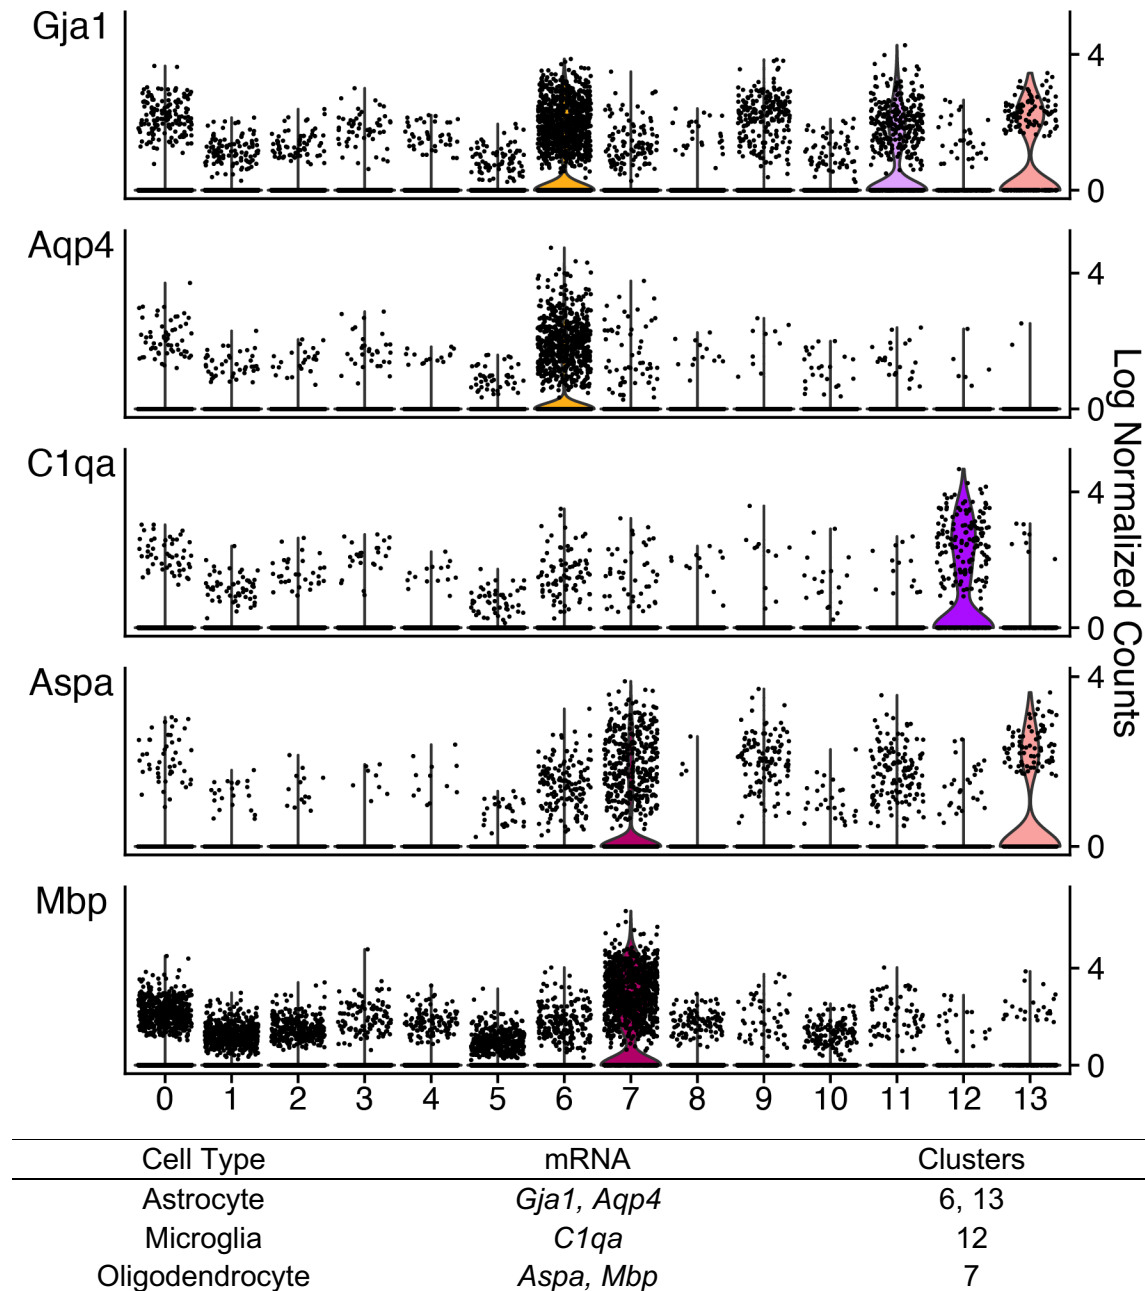

**Supplementary Figure 13.** Genes whose mRNAs are specifically expressed in specific cell clusters in the PFC, which were identified by scRNA-Seq analysis. *Top:* Violin plots showing the level of expression of non-neuronal cell markers within each of the 14 cell clusters identified in the PFC. *Bottom:* The identity of the non-neuronal cell clusters was determined by their pattern of expression of the indicated canonical marker mRNAs<sup>4</sup>. The cluster number is indicated on the x-axis; and the y-axis shows the natural log transformed and normalized level of expression of the indicated mRNA in each cluster.

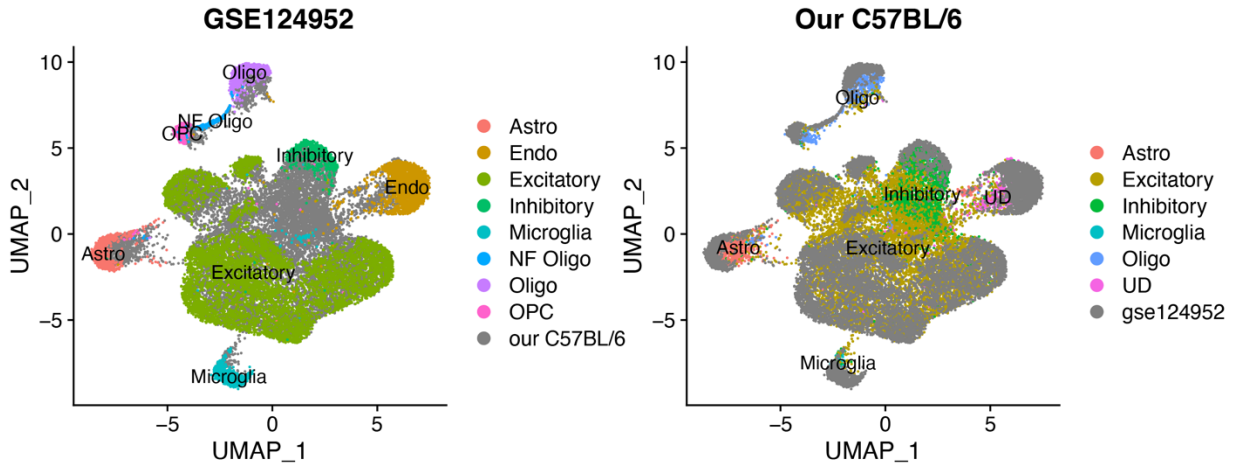

**Supplementary Figure 14.** UMAP plots comparing a published scRNA-Seq dataset (GSE124952)<sup>4</sup> generated from PFC prepared from adult C57BL/6 mice with our C57BL/6 PFC snRNA-Seq data. Each plot presents the overlap of the cells from the two datasets. The cell types within the clusters for each dataset are indicated by the dot color. For comparison purposes, a gray dot on the left is a cell from our C57BL/6 dataset and a gray dot on the right is from a cell in the published dataset. These comparisons demonstrate the very high level of concordance between the cell clusters and their distribution in these two data sets.

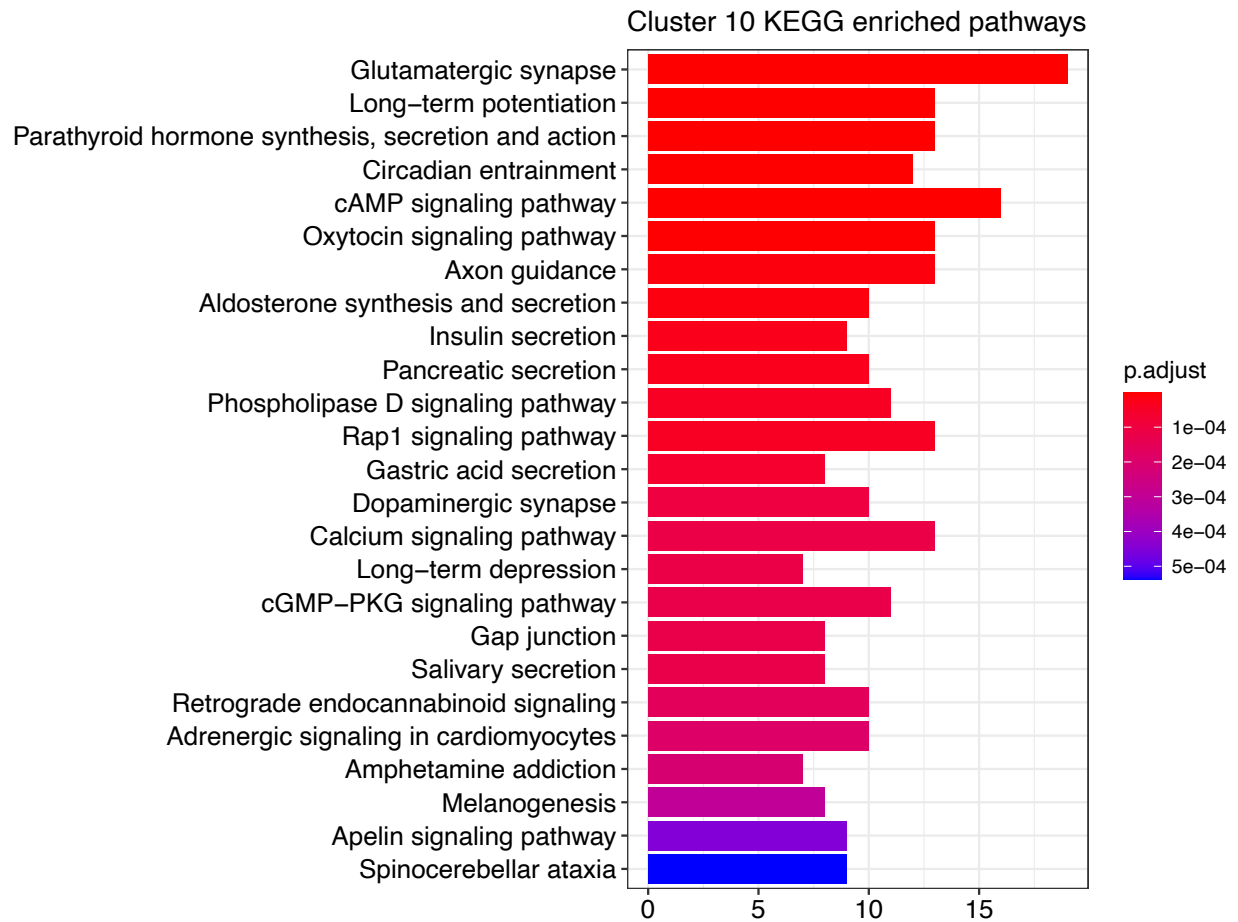

**Supplementary Figure 15.** This barplot shows the 25 KEGG pathways that were most significantly enriched when the DEGs in cluster 10 were analyzed relative to those in other excitatory neuronal clusters (0-2, 4, 5). The bar length indicates the number of DEGs within the indicated pathway. The FDR controlled p-values, which were calculated using the Benjamini Hochberg method, are indicated by their color (as shown on the right). While many of the enriched pathways were associated with neuronal guidance, synapse and signaling functions; seven of the DEGs in cluster 10 (*Gria3*, *Grin2b*, *Grin2a*, *Camk2a*, *Ppp3ca*, *Gria4*, *Prkcb*) were associated with an amphetamine addiction pathway ( $p=0.000025$ ).

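On the scale of the paper's normalized values, the mean of ln(1 + counts per 10000) in cluster 10 minus that in clusters 0, 1, 2, 4 and 5 was 0.536 for *Gria4*. It was −1.18 for *Gria3*, −0.870 for *Grin2b*, −0.856 for *Grin2a*, −0.759 for *Camk2a*, −0.551 for *Ppp3ca* and −0.279 for *Prkcb*.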

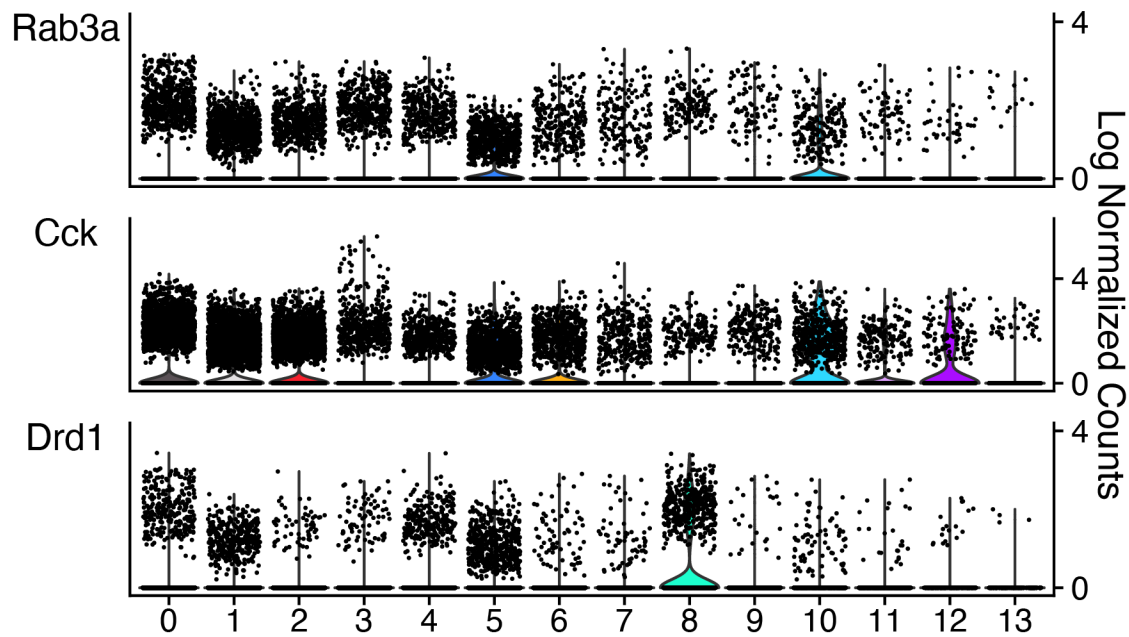

**Supplementary Figure 16.** Violin plots showing the level of expression of two mRNAs (*Rab3a*<sup>6</sup>, *Cck*<sup>7</sup>) whose expression levels were shown to be altered during cocaine withdrawal<sup>4</sup>; and of *Drd1* mRNA, which was primarily expressed in cluster 8. The cluster number is indicated on the x-axis; and the y-axis shows the natural log transformed and normalized level of expression of the indicated mRNA in each cluster.

# Supplementary material for: Neuron Navigator 1 (Nav1) regulates the response to cocaine in mice
**Source:** Commun Biol. 2023 Oct 18;6:1053. doi: 10.1038/s42003-023-05430-9
**Supplement:** Supplementary file 2 — Description of Supplementary Files

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The raw data used for preparing Figures 1A, 1D, 2 and 3 are contained in Supplementary Data File 1.

# Supplementary material for: Neuron Navigator 1 (Nav1) regulates the response to cocaine in mice
**Source:** Commun Biol. 2023 Oct 18;6:1053. doi: 10.1038/s42003-023-05430-9
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                        |
|-----------------|----------------------------------------------------------------------------------------|
| Sample size     | Characterization of mouse responses was performed using KO mice and isogenic controls. |
| Data exclusions | none                                                                                   |
| Replication     | Studies were replicated at least twice.                                                |
| Randomization   | n/a                                                                                    |
| Blinding        | non-blinded                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

|                                     |                                                                 |                                     |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                 |

## Antibodies

|                 |                                             |
|-----------------|---------------------------------------------|
| Antibodies used | These are described in a supplemental table |
| Validation      | obtained from commercial sources            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

C57BL/6 and other inbred mouse strains were obtained from Jackson laboratory.

Wild animals

n/a

Reporting on sex

We report on a sex effect that was identified by our studies.

Field-collected samples

N/A

Ethics oversight

Studies approved by IACUC at SUNY-Binghamton and at Stanford University..

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

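The authors deposited a filtered matrix of counts (UMIs per gene and nucleus, from Cell Ranger 6.0.0 with the mm10 reference) for each of 3 libraries, C57BL/6J, *Nav1* KO and BTBR, and the values are whole counts. The BTBR library is not in the paper. Its number of mice is not given in the paper or the sample labels, and it was used only as an alternative and in the closing section. The labels give male mice of 6 to 8 weeks for all 3. The kept nuclei hold 38704723 counts in C57BL/6J, 50965774 in *Nav1* KO and 48948184 in BTBR, with medians of 2074, 2754 and 2510.5 UMIs per nucleus. At this depth a gene such as *Nav1*, at 345 CPM over the C57BL/6J library, has an interval of 339 to 351 CPM, and intervals are wider in small clusters.

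Matrices were read in R 4.3.3 with Seurat 5.3.0 and SeuratObject 5.2.0 (the paper used Seurat 4.0.1). Genes found in at least 3 nuclei of a library were kept, and then nuclei with at least 200 genes and under 10% mitochondrial counts. The C57BL/6J and *Nav1* KO libraries were merged without integration. Counts were scaled to 10000 per nucleus and ln(1 + x) was taken, 2000 variable genes were scaled, and the first 10 principal components, rounded to 4 decimals, gave the neighbor graph for Louvain clustering at resolution 0.3 with seed 0. Clusters were matched to the paper's numbers by the genes of Supplementary Fig. 12.

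The counts of a gene were summed per cluster and library and are given as CPM of all counts of those nuclei, with exact Poisson intervals. Shares of nuclei have exact Clopper-Pearson intervals, and ratios of counts have exact intervals from the binomial split of the counts, all at 95%. Shares of nuclei with a UMI were taken after each nucleus was thinned at random to 1000 UMIs (in an alternative 500 UMIs, which left out no nucleus), with nuclei below that depth left out. For a count of 0 the level that 3 counts would have is given, not the upper end of the exact interval. Values are printed to 3 significant digits. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

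A cluster was called excitatory when its *Slc17a7* and *Slc17a6* CPM together exceeded *Gad1* and *Gad2* together and inhibitory when the reverse held, after clusters led by a non-neuronal marker list were set aside. A non-neuronal list leads a cluster when the median fold of its genes over the other clusters is at least 2, a value set after the data were seen. The genes leading a cluster are the 10 with the highest fold over the other clusters, with 5 CPM added to both sides, among genes found in at least 10% of its nuclei. A cluster was named as resembling a cell type only by marker lists written before the data were examined, with at least 3 markers detected. The lists were excitatory and inhibitory neurons, cortical interneurons, layers 2/3, 5, 6 and 6b, near-projecting neurons, striatal medium spiny neurons, olfactory bulb mitral or tufted cells and interneurons, ensheathing glia, astrocytes, oligodendrocytes and their precursors, microglia, endothelial cells, pericytes or smooth muscle cells and meningeal fibroblasts. Among the 10 leading genes the cortical interneuron list had *Adarb2* and *Sst* in cluster 3, the inhibitory list *Gad1* and *Dlx6os1* in cluster 3, and the layer 6b list *Ccn2* in cluster 4. The ensheathing glia list also had *Npy* in cluster 3. Some genes of the lists are not reported here, and the medians over marker genes in the closing section were computed without them. The excitatory, layer 5, near-projecting, olfactory bulb interneuron and oligodendrocyte precursor lists had none in any cluster. *Rgs9*, *Pde10a*, *Penk*, *Cdhr1*, *Doc2g*, *Fabp7*, *Apod*, *Slc6a13*, *Ranbp3l*, *Foxd1*, *Slc47a1*, *Cux2*, *Tle4*, *Col12a1* and glial genes of the lists are shown in the paper's heat map of these libraries, which was seen before the lists were written.

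The genes named are every gene that the paper's text on these data names, the marker lists, genes that check the labels, and the 5 genes with the highest and the 5 with the lowest *Nav1* KO over C57BL/6J ratio in clusters 0, 1, 2, 4 and 5. The last were taken among genes with at least 50 CPM in 1 library and 20 counts in the other. This comparison had 3696 such genes, with a median ratio of 0.917, 90% of the ratios between 0.698 and 1.33, and 3513 within 1.5-fold. The paper names no changed gene between the genotypes within these clusters, so these values are in the closing section only. The steps from counts to ratios were tested on simulated counts in which 200 genes were changed 2-fold or 0.5-fold. The simulated counts carried counting error only, so they hold no other difference between pools or libraries. The limits on counts were met by 3455 genes, among them 196 of the changed genes. All 196 were among the 200 most extreme ratios. The intervals held the true ratio for 183 of them and for 94.6% of all genes.

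Doublets were scored with Scrublet in scanpy 1.11.5 at an expected rate of 10%. Its automatic threshold called 1 C57BL/6J, 1 *Nav1* KO and no BTBR nucleus, so removing called doublets was not a usable alternative. No nucleus was removed in the values at the claims, and an alternative chosen after these calls were seen removed the 10% of each library with the highest scores (1463 C57BL/6J and 1406 *Nav1* KO nuclei).

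The other alternatives, fixed before the data were examined, were resolutions 0.2 and 0.5, 20 principal components, at least 500 genes per nucleus, under 5% mitochondrial counts, variable genes without the 50 genes that define the *Tshz2* cluster and the 50 that define the *Drd1* cluster, integration by reciprocal PCA, merging with the BTBR library, Louvain seed 1, each library clustered by itself, thinning to 500 UMIs and the mean of ln(1 + counts per 10000). Other alternatives chosen after the values were seen were shares without thinning, the cluster with the highest *Drd1* CPM whatever its class, gene ratios without cluster 5, and excitatory to inhibitory ratios without cluster 5, without clusters 5 and 10 and without clusters 5, 8 and 10.

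The guide RNA targets were placed on the GENCODE M21 transcripts of *Nav1* by exact match. The cocaine infusions per strain were computed from the individual mice of Supplementary Data 1, with a permutation test over strains of 100000 resamples. The reads, the pathway enrichment and the prior PFC dataset were not analysed here, and no test between genotypes was made because each had 1 library.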

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

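The tests of mitral or tufted cell genes, of ensheathing glia, of the removal of doublets, of RNA shares for the 10 genes and of the BTBR levels of those genes were chosen after the results were seen, and the others were written before the data were examined.

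In the BTBR library, which the paper does not report, the *Tshz2* cluster held 346 nuclei, or 2.34% (2.104–2.598) of the library, when the 3 libraries were clustered together. This is above the C57BL/6J library (38 nuclei, 0.260%), by a ratio of 9.01 (6.44–13.0), and below the *Nav1* KO library (544 nuclei, 3.87%). The cluster of ensheathing glia-like nuclei held 0.372% (0.280–0.484) of the BTBR library, 0.0957% of C57BL/6J and 1.58% of *Nav1* KO. In the *Nav1* KO library *Eomes* was at 12.4 CPM and *Th* at 8.95 CPM, against 1.09 and 1.11 CPM in C57BL/6J and 7.27 and 9.09 CPM in BTBR. The paper discusses neither gene.

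A candidate explanation of these patterns is olfactory bulb tissue in the *Nav1* KO and BTBR pools and little in the C57BL/6J pool. All 6 of 6 mitral or tufted cell genes (*Tbx21*, *Eomes*, *Lhx1*, *Lhx5*, *Nmb*, *Barhl2*), none of them in the paper's heat map, were highest in cluster 10 of the 14 clusters, with *Eomes* at 151 CPM against 9.41 CPM in the next cluster. Cluster 13, with ensheathing glia markers (*Prss56*, and *Fabp7* and *Apod*, which the heat map shows), had a share ratio of 11.1 (7.06–18.2) between *Nav1* KO and C57BL/6J. Olfactory bulb interneuron genes in cluster 3 had a median ratio of 2.98, with 6 of 8 above 1, among them *Th* at 10.5 (5.60–22.4). The interneuron test was written before the data were examined and is consistent with bulb tissue. The mitral or tufted cell genes and the share of cluster 13 describe the nuclei that prompted this explanation, so on them alone bulb tissue cannot be told apart from other sources of these nuclei. The BTBR ratio of 9.01 leaves the genotype open as well, since strain, pool and a lower *Nav1* level come together in that library. A difference in depth is argued against, since among nuclei of 2000 to under 3000 UMIs the ratio of cluster 10 was 13.9 (7.09–31.2). Doublets are argued against too, since with the highest 10% of doublet scores removed the ratio was 13.8 (9.94–19.6). More near-projecting cortical neurons in the *Nav1* KO pool cannot be told apart by their genes, of which 1 of 3 was highest in cluster 10 among the excitatory clusters. *Rapgef3* was at 163 CPM there, *Vwc2l* was at 9.48 CPM against 21.0 CPM in cluster 4, and *Sla2* had 1 count, too few to rank. Of the list genes that this test did not use, *Slc17a8* was at 1.18 CPM in cluster 10 (4 counts) against 3.94 CPM in cluster 4, and *Trhr* at 1.78 CPM (6 counts) against 7.12 CPM, on few counts. An effect of the *Nav1* genotype on these nuclei remains open and untested, because each genotype had 1 pool.

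In clusters 0, 1, 2, 4 and 5, the 5 genes with the highest *Nav1* KO over C57BL/6J ratio were *Ptgds* (2.34), *Clec18a* (2.20), *Sbf1* (2.13), *Ctxn1* (2.03) and *Rasal1* (2.02). The 5 with the lowest were *Gm26917* (0.375), *AY036118* (0.414), *Gm15594* (0.488), *Nox1* (0.492) and *Gm41505* (0.493). The paper discusses none of the 10, and each was on the same side of 1 in 12 to 14 of the 14 clusters. Free RNA of cluster 10 nuclei in the *Nav1* KO library is argued against as the source of the rise. Cluster 10 RNA would have to make up a median of 83.3% of the RNA of these clusters, against 1.36% for olfactory bulb markers. Free RNA of striatal nuclei in the C57BL/6J library is argued against likewise, at 88.0% for the 5 lowest genes against 3.80% for striatal markers. For *Ptgds* cluster 10 RNA would have to make up 25.8%, the least of the 5 highest genes. *Ptgds* was also at 736 CPM in cluster 13 and among the 10 leading genes of cluster 9. Free RNA of clusters 9 and 13 was not tested. The sign predicted for free RNA was met by 3 of the 5 lowest genes, which were higher in cluster 8 (*Gm26917*, *AY036118*, *Gm15594*), and by 2 of the 5 highest, which were higher in cluster 10 (*Ptgds*, *Sbf1*), so this sign alone decides nothing. For 9 of 10 genes the BTBR level was nearer to the *Nav1* KO level. These levels were taken over all kept nuclei of a library, not over these clusters, so the mix of cell types enters them. BTBR also differs from C57BL/6J in strain and in *Nav1* level. A difference in library handling and an effect of the genotype therefore cannot be told apart by this count. Variants of the genomes against the reference were not tested, since no reads were used.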

How the results depend on the processing

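The removal of the highest doublet scores, the shares without thinning, the ratios without cluster 5, 8 or 10 and the cluster with the highest *Drd1* CPM were chosen after the values were seen, and the other alternatives were fixed before the data were examined. No paired analysis was possible because each genotype had 1 library of pooled mice. Removing the doublets that Scrublet called could not be run as an alternative, since it called 1 nucleus in each of the 2 libraries.

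The share ratio of the *Tshz2* cluster, 14.7, stayed between 11.9 and 18.4 in 9 of 11 alternatives and stayed above 1 in all. It moved to 3.103 without the defining genes and to 1.02 with each library clustered by itself, where the cluster picked was non-neuronal in both or 1 of the libraries. The number of nuclei kept changed little (26603 with 500 genes, 27907 with 5% mitochondrial counts, 25817 without the highest doublet scores).

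The share ratio of the *Drd1* cluster, 0.316 with the rule as planned, was 0.316 at resolution 0.5 and 0.331 with 20 principal components. It reversed to 1.50 at resolution 0.2, 1.45 with at least 500 genes, 1.50 with 5% mitochondrial counts, 1.42 with reciprocal PCA, 1.57 with the BTBR library, 1.44 with Louvain seed 1, 1.47 without the highest doublet scores and 1.54 with each library by itself, and moved to 0.886 without the defining genes. In the reversed cases the *Drd1* nuclei were part of a cluster called excitatory, with each library by itself in C57BL/6J only, so that the rule picked another inhibitory cluster, and in 3 of 12 settings it picked clusters above 100 *Drd1* CPM in both libraries. The cluster with the highest *Drd1* CPM of any class gave 0.307 to 0.346 in 8 of 11 alternatives, 0.483 with reciprocal PCA, 0.886 without the defining genes and, reversed, 1.04 with each library by itself. The reversals with both libraries clustered together thus concern inhibitory clusters of 17.7 to 19.6 *Drd1* CPM that the rule picked in place of the *Drd1* nuclei. With Louvain seed 1, for example, the rule gave 1.44 and the cluster with the highest *Drd1* CPM gave 0.327.

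The excitatory to inhibitory ratios (C57BL/6J 5.92, *Nav1* KO 5.75) were 5.70 and 5.63 at resolution 0.5. They were 5.10 and 5.01 without cluster 5, 5.07 and 4.596 without clusters 5 and 10, and 10.7 and 5.65 without clusters 5, 8 and 10. They moved to 13.3 and 7.25 at resolution 0.2, 5.24 and 5.09 with 20 principal components, 12.6 and 7.03 with at least 500 genes, 13.2 and 7.21 with 5% mitochondrial counts, 5.40 and 5.20 without the defining genes, 12.1 and 7.01 with reciprocal PCA, 16.5 and 8.88 with the BTBR library, 12.4 and 7.05 with Louvain seed 1, 11.5 and 6.59 without the highest doublet scores, and 10.4 and 5.34 with each library by itself. In all clusterings with a C57BL/6J ratio above 10 the cluster with the highest *Drd1* CPM in that library was counted as excitatory. The number of clusters, 14, was also 14 with the BTBR library, and moved to 11 (resolution 0.2, 5% mitochondrial counts, without the defining genes), 12 (500 genes), 13 (reciprocal PCA, Louvain seed 1, without the highest doublet scores) and 17 (resolution 0.5, 20 principal components), and the cause was not tested beyond the setting itself.

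Of 6 genes that the paper places in a cluster, 2 had that place by CPM, 3 by the mean of ln(1 + counts per 10000) and without the highest doublet scores, 3 by shares at 1000 and at 500 UMIs, and 5 by shares without thinning, where depth per nucleus adds to the share. Of 29 other comparisons of single genes 20 stayed the same, 9 moved and 0 reversed. The difference between the D198 and E198 strains in cocaine infusions, 19.0, was 19.4 and 18.8 under its alternatives, with p below 0.05 in both. These p-values come from the permutation test over the strains whose infusions also picked *Nav1*, so they are not independent support. The depth of a median of 2074 UMIs in C57BL/6J limits what a zero count shows in a small cluster, such as cluster 12 with 118 nuclei.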

Differences from the paper's values

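The count of gene placements and the shares without thinning were chosen after the values were seen.

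The share of nuclei in cluster 12 was about 0.66 percent for C57BL/6J in Fig. 4, read by eye, and 0.287% here, and about 1.5 percent for *Nav1* KO and 0.541% here. For *Nav1* KO the alternatives at resolution 0.2 (2.13%), without the defining genes (1.54%), with reciprocal PCA (1.53%) and with each library clustered by itself (1.49%) came within 1.5-fold of it, but with other nuclei. Of the 299 *Nav1* KO nuclei picked at resolution 0.2, 223 were from cluster 13, and the picks of 216, 215 and 209 nuclei in the others held the 76 of cluster 12 together with 80, 81 and 78 of cluster 7. *C1qa* was at 339 to 384 CPM in these picks, against 1674 CPM in the *Nav1* KO nuclei of cluster 12. None of the alternatives in which this share was computed closed it for C57BL/6J. It was not computed without the highest doublet scores. All other values that the paper states or its table shows and that were computed here were within 1.5-fold.

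Of 6 genes that the paper places in a cluster, 2 (*Tshz2* and *Drd1*) had the paper's place by CPM. *Nav1* is placed highest in clusters 10 and 5, and cluster 3 (348 CPM) was level with cluster 5 (345 CPM) here. The mean of ln(1 + counts per 10000), the shares at 1000 and at 500 UMIs and, among alternatives chosen after the values were seen, the shares without thinning and the removal of the highest doublet scores reached the paper's place. *Rab3a* is placed highest in clusters 5 and 10, and cluster 5 ranked 8 by CPM. Only the shares without thinning, chosen after the values were seen, reached the paper's place. *Cck* is placed likewise, cluster 5 ranked 7, and no setting reached that place. *Etv1* is called unique to cluster 5, where it ranked 6 by CPM. Its share was largest in cluster 5 only without thinning, chosen after the values were seen. *Tshz2* is called unique to cluster 10, and was also at 151 CPM in cluster 11, 137 CPM in cluster 9 and 127 CPM in cluster 4.

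*Drd2* is stated not to be detectable in any cluster, and had 175 counts in cluster 8 in the matrices. *Flt1* and *Cldn5* are stated not to be highly expressed in any cluster, and were at 217 CPM in cluster 9 and 239 CPM in cluster 13. Of the 7 genes of the amphetamine addiction pathway, 6 were lower in cluster 10 than in the other excitatory clusters, and the average log2 fold-change limit in Methods, read with its sign, selects genes that are higher. Cluster 13 is stated to have the fewest nuclei, and here cluster 12 had 118 and cluster 13 had 244. Exon 1 is stated to be in all 7 known isoforms, and the exon with both targets was in 3 of 8 transcripts of GENCODE M21.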

Other observations

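The test of the rank of *Etv1* by depth, the removal of doublets and the choice of the *Drd1* cluster with the highest CPM were made after the results were seen, and the other tests were written before the data were examined.

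A share of nuclei in cluster 8 that differs between pools because of the dissection is a candidate explanation of its decrease. Striatal medium spiny neuron markers (*Ppp1r1b*, *Adora2a*, *Rarb*, *Tac1*, *Gpr6*, *Rgs9*, *Pde10a*, *Penk*, *Drd1*, *Drd2*, of which the heat map shows *Rgs9*, *Pde10a* and *Penk*) had a median *Nav1* KO over C57BL/6J ratio of 0.603 in the glia of clusters 6 and 7, with 10 of 10 below 1, which is what less free RNA from striatal nuclei would give. A loss of such nuclei through the *Nav1* genotype would give it as well and was not tested. A loss of *Drd1* nuclei alone, with *Drd2* nuclei kept, is argued against, since the counts of *Drd2*, *Adora2a*, *Gpr6* and *Penk* over those of *Drd1* and *Tac1* in cluster 8 were 0.773 times as high in *Nav1* KO, where such a loss needs a rise. Depth is argued against, since among nuclei of 2000 to under 3000 UMIs the share ratio was 0.368 (0.286–0.469). Doublets are argued against, since with the highest 10% of doublet scores removed the cluster with the highest *Drd1* CPM had a ratio of 0.346 (0.312–0.384), and cluster 8 without those nuclei 0.308 (0.268–0.353). In the BTBR library, clustered with the others, the cluster with the highest *Drd1* CPM held 6.07% of nuclei, against 11.7% in C57BL/6J and 3.81% in *Nav1* KO. The BTBR share was 0.518 times (0.478–0.562) that of C57BL/6J.

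Cluster 5 may hold doublets of excitatory with inhibitory nuclei. At 1000 UMIs, 5.58% (4.73–6.52) of its nuclei had *Slc17a7* together with *Gad1* or *Gad2*. This share was 0.956% in cluster 1, 3.42% in cluster 3 and 2.36% in cluster 8. The summed levels of cluster 5 already held both kinds of marker, so this share cannot tell doublets from another source of them. The rank of cluster 5 by its share of nuclei with *Etv1* was rank 5 at 1000 UMIs per nucleus and the first without thinning, which is consistent with more UMIs per nucleus in cluster 5 as the source of its place.

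*Nav1* was lower in the library named *Nav1* KO in 14 of 14 clusters, with 9 intervals of the ratio below 1 and 5 that include 1. Swapped labels of the 2 libraries cannot be told apart by this level, since BTBR, which is not labelled *Nav1* KO, was lower still. Whether the early stop codon after the deletion lowers the level of the transcript was not tested. The library chemistry counts transcripts from their 3′ end, and the deletion lies at chr1 135584611–135584788 near the 5′ end of a gene that ends at chr1 135434580, so a transcript without the deleted bases is still counted.

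*Nav1* in the BTBR library was at 146 CPM (142–149), below both others. A different mix of cell types is argued against, since *Nav1* was lower in BTBR than in *Nav1* KO in 13 of 14 clusters of the 3 libraries, with a median ratio of 0.636 and 11 intervals below 1. In the *Tshz2* cluster it was at 1054 CPM in C57BL/6J, 923 CPM in *Nav1* KO and 325 CPM in BTBR. A strain variant that affects alignment was not tested.

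In Supplementary Data 1, the 12 D198 strains had a mean of 30.7 ± 18.3 (SD) cocaine infusions and the 8 E198 strains 11.8 ± 8.30. The difference was 19.0, with p = 0.0103 in a permutation test over strains. The paper picked *Nav1* by a genetic scan of the infusions of inbred strains, these among them. This p-value is therefore not independent support for the allele, and the test takes no account of how the strains are related. Of the D198 strains 2 had a mean below that of the E198 strains, and BTBR, which carries D198, had 1.17 ± 1.44 infusions in 6 mice.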
